# Targeting miR-337 mitigates disuse-induced bone loss

**DOI:** 10.1038/s41421-025-00822-z

**Published:** 2025-08-26

**Authors:** Jiao Li, Ding Ma, Chunxue Zhang, Xueling Zheng, Ruihan Hao, Bin Zuo, Fei Xiao, Yang Li, Yuhang Liu, Zhouyi Duan, Yao Xiong, Orion R. Fan, Wenmin Zhu, Liming Dai, Bingjun Zhang, Yi Eve Sun, Xiaoling Zhang

**Keywords:** Mechanisms of disease, Mesenchymal stem cells, miRNAs

## Abstract

Disuse-induced bone loss occurs in long-term bed-ridden patients and in astronauts during spaceflight. The underlying mechanisms are poorly understood. In a rodent model of disuse-induced bone loss (called hindlimb unloading (HU)), we observed that decreased numbers of leptin receptor (LepR) positive mesenchymal stem cells (MSCs) in adult bone marrow, contribute to bone loss. MicroRNA-337-3p (miR-337) was upregulated in MSCs upon HU and inhibited MSC proliferation by directly targeting IRS-1 to suppress the PI3kinase-Akt-mTOR pathway. Piezo1 was the upstream receptor for sensing mechanical stress and regulated miR-337 through the Hippo-YAP signaling pathway. Remarkably, the knockout of miR-337 significantly attenuated HU-induced, but not ovariectomy-induced, bone loss by increasing MSC proliferation and osteogenesis. Finally, the transplantation of miR-337^-/-^ MSCs into wild-type HU mice was sufficient to mitigate bone loss. These findings reveal the cellular and molecular mechanisms underlying disuse-induced bone loss and highlight a feasible therapeutic strategy to prevent disuse- or microgravity-induced bone loss on Earth and during spaceflight.

## Introduction

Disuse-induced bone loss occurs on Earth in long-term bed-ridden patients and in astronauts during long-term spaceflight owing to microgravity^1–5^. Under these conditions reduced mechanical stress can cause significant bone loss, which subsequently leads to additional systemic disturbances in the human body^6–8^. Bone is a dynamic tissue that undergoes constant modeling and remodeling in response to mechanical loading^9–12^. Osteocytes were the first identified primary mechanosensors in bone, regulating the bone remodeling process by producing soluble factors such as bone morphogenetic proteins (BMPs), sclerostin, receptor activator of nuclear factor κB ligand (RANKL), and osteoprotegerin (OPG) in response to changes in mechanical loading^13–18^. In recent years, additional bone cell types, as well as leptin receptor (LepR) positive mesenchymal stem cells (MSCs)^19^, have been shown to be capable of mechanical sensing^20–24^. Moreover, mechanical unloading-induced bone loss may also be attributed to changes in MSC function^25^. MSCs represent one of the major sources for the initiation of osteogenic processes. The underlying molecular mechanisms by which mechanical unloading decreases the number of MSCs and whether prevention of MSC loss may attenuate disuse osteoporosis remain to be determined.

Emerging evidence highlights the critical role of microRNAs in skeletal muscle systems. These small noncoding RNAs regulate bone homeostasis by fine-tuning osteogenic differentiation^26,27^, osteoclast activity^28–30^, and MSC fate determination^31–33^. Notably, mechanical loading dynamically modulates miRNA expression profiles in various cells. For example, fluid shear stress downregulates miR-103a to promote osteoblast mineralization^34^, while compressive loading induces miR-33-5p expression to enhance osteoblast differentiation^35^. Our previous work first identified MicroRNA-337-3p (miR-337) as a mechanical stress-sensitive regulator in tendon stem cells, where it mediates osteogenic differentiation through the direct targeting of IRS-1 under cyclic tensile stress^36^. This discovery identified miR-337 as a potential key mediator that translates mechanical signals into cellular responses across musculoskeletal tissues.

Recent studies have established Piezo1 as a pivotal mediator of cellular mechanical stress sensing and signaling, with its ion channel activity directly linking extracellular forces to intracellular biochemical responses, and regulating osteogenesis^25,37^, angiogenesis^38,39^, and stem cell differentiation^40,41^. While Piezo1 activation has been shown to promote osteoblast differentiation through YAP/TAZ signaling^42^, its specific function in maintaining MSC proliferation under physiological loading remains unspecified. Our study reveals a novel regulatory axis in which Piezo1 governs MSC proliferation through miRNA regulation, establishing previously unrecognized crosstalk between ion channel signaling and post-transcriptional control in mechanical stress transduction.

Current strategies to combat disuse osteoporosis primarily focus on suppressing bone resorption or enhancing mechanical loading^43,44^. However, these approaches do not comprehensively address the fundamental issue of MSC depletion in the pathological bone marrow (BM) microenvironment. The development of targeted interventions to preserve MSC populations under mechanical unloading conditions represents an urgent unmet clinical need, particularly for spaceflight applications where conventional weight-bearing countermeasures are impractical. Here we propose a novel mechanical regulatory axis centered on miR-337 that couples upstream mechanical stress sensing by the Piezo1/YAP/TEAD pathway with the downstream control of MSC proliferation through IRS-1/PI3K/Akt/mTOR signaling. The genetic ablation of miR-337 specifically rescued hindlimb unloading (HU)-induced bone loss by restoring MSC proliferation and osteogenic differentiation. Additionally, the transplantation of miR-337-deficient MSCs into wild-type mice subjected to HU robustly attenuated disuse-induced bone deterioration. Based on these findings, our data establish a foundation for the targeted inhibition of miR-337 as a novel therapeutic approach to preserve MSC populations and osteogenic potential under mechanical disuse conditions.

## Results

### The number of MSCs is markedly decreased in the BM of a rat model of HU

The HU rodent model has been extensively used to study various physiological responses to certain aspects of spaceflight as well as long-term consequences of being bedridden, including bone loss^2^. We used an HU rat model established via tail suspension (Fig. 1a). Micro-CT imaging revealed marked bone loss (Fig. 1b, c) by day 14 after unloading. Alkaline phosphatase (ALP) staining and serum osteocalcin (Ocn) levels indicated that the bone remodeling balance shifted to favor bone resorption over bone formation as early as day 3 (Fig. 1d and Supplementary Fig. S1a, b). Bone formation activity was barely detectable seven days after unloading, whereas bone resorption activity remained high until day 14 (Fig. 1d and Supplementary Fig. S1a, b).

**Fig. 1:**
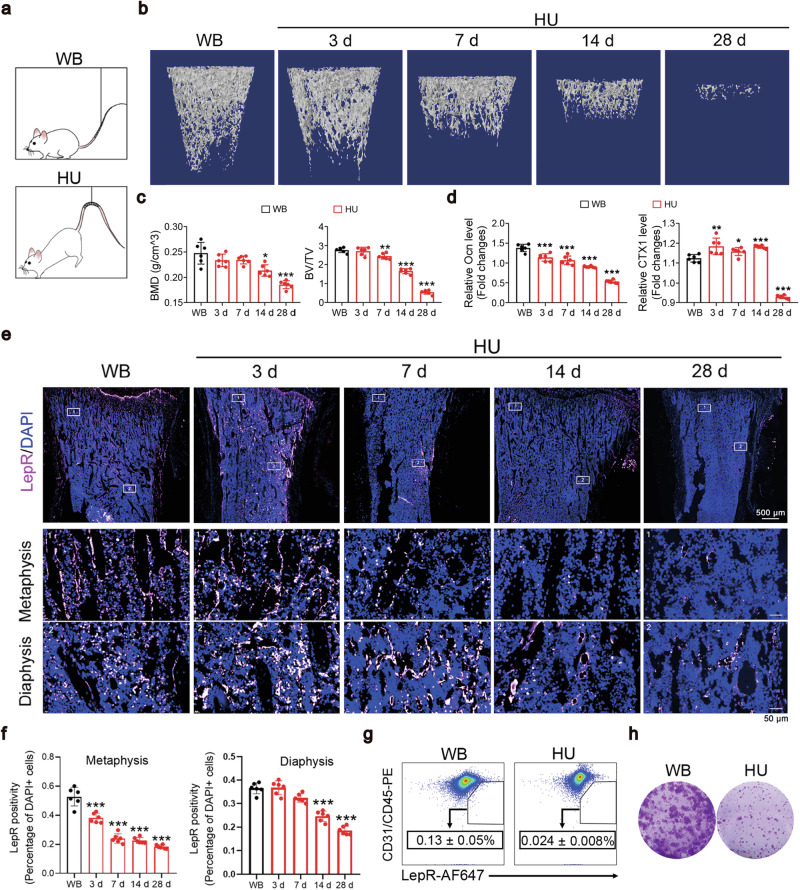
The MSC frequency was markedly reduced in BM of HU rats. **a** Schematic of HU models and WB controls. Representative micro-CT images (**b**) and quantification of three-dimensional microstructural parameters (**c**) of femurs from HU rats and WB controls. **d** Relative serum Ocn and CTX1 levels in WB and HU rats. The data are presented as the fold changes relative to those of the WB samples. **e** Representative images of tibia sections from rats subjected to HU for 7 days and stained with LepR. **f** Quantification of LepR^+^ cells. The data are presented as percentages of positively stained cells to total cells (DAPI-stained nuclei) *P < 0.05, **P < 0.01, and ***P < 0.001 compared with WB (one-way ANOVA with Dunnett’s post hoc test), *n* = 6 per group. The data are presented as the means ± SEM. **g** Flow cytometry analysis showing the percentage of CD45/CD31^–^LepR^+^ cells in the BM of WB rats and rats suspended for 7 days. The data are presented as the means ± SD, *n* = 6 per group, and are represe*n*tative of three independent experiments. **h** Representative image of CFU clones formed by the BM cells derived from rats subjected to unloading for 7 days. The number of clones larger than 40 cells was calculated.

As LepR^+^ MSCs play critical roles in maintaining the balance between bone formation and resorption^19,45^, we quantified the numbers of LepR^+^ cells in bone sections from weight-bearing (WB) and HU rats by immunofluorescence labeling. Three days after HU, the number of LepR^+^ cells in the metaphysis (the part of long bones that contains the growth plate) was dramatically decreased, whereas changes in the diaphysis (the midsection of long bones that contains BM became significant only from day 14 onward (Fig. 1e, f).

Since LepR^+^ cells are heterogeneous^19,45,46^, we performed a flow cytometry analysis to study LepR^+^ MSCs in BM, which are CD45 and CD31 double negative, and found that the percentage of MSCs (CD45^−^CD31^−^LepR^+^) decreased by more than 50% (HU vs. WB) upon unloading (Fig. 1g). Consistently, the colony-forming unit (CFU) frequency of the MSCs also dramatically decreased by day 7 (Fig. 1h). Taken together, these results provide evidence that HU causes the loss of MSCs, which might contribute to impaired new bone formation under mechanical unloading.

We performed multiple immunohistochemistry (mIHC) assays to further examine the spatial distribution of MSC subsets. We used three markers (LepR, Ki67, and Runx2) simultaneously to identify MSCs in four different functional states (Fig. 2a), i.e., quiescent MSCs (qMSCs, LepR^+^Ki67^−^Runx2^−^), activated MSCs (aMSCs, lepR^+^Ki67^+^Runx2^−^), preosteoblasts (pre-obs, LepR^+^Ki67^+^Runx2^+^), and mature osteoblasts (m-obs, LepR^+^Ki67^−^Runx2^+^). We used CD31 to label arterioles (CD31^high^) and sinusoids (CD31^low^) in the BM^47^. The frequencies of qMSCs and m-obs did not significantly change in three BM regions (bone surface, arterioles, and sinusoids) (Fig. 2b) of HU rats, whereas, the frequencies of aMSCs and pre-obs were markedly decreased, with those in the peri-arteriolar regions showing the most dramatic changes (Fig. 2c). Since both aMSCs and pre-obs were Ki67^+^ dividing cells, this observation suggests that mechanical unloading specifically affects proliferating LepR^+^ MSCs.

**Fig. 2:**
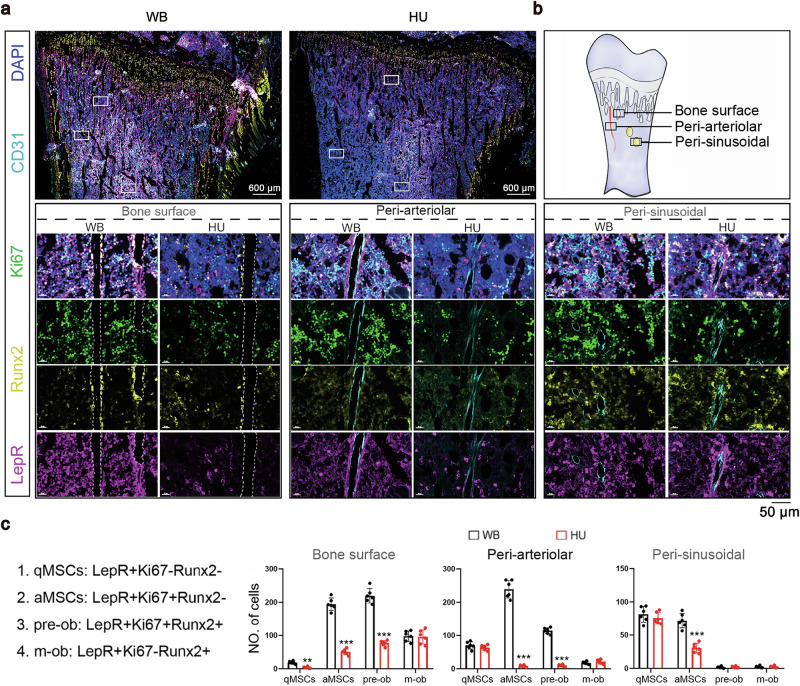
The number of proliferating LepR^+^ cells was decreased in the BM of unloaded rats. **a** Representative images of mIHC of tibia sections from WB controls and rats suspended for 7 days. Scale bars, (upper panel) 600 μm; (lower panel) 50 μm. **b** Schematic of the LepR^+^ cell niches. **c** Quantification of the 4 subsets of LepR^+^ cells in the 3 niches (< 50 μm), *n* = 6 per group.

### Mechanical stretching activates quiescent MSCs through the miR-337-PI3K-Akt axis

We utilized in vitro cultures of BM-derived MSCs, 99.5% of which were LepR^+^, to define the molecular mechanisms by which HU impairs the proliferation of LepR^+^ MSCs (Supplementary Fig. S1c). The proliferation of these MSCs is serum-dependent (Supplementary Fig. S1d, e). Upon serum starvation (SSt), cultured MSCs became quiescent and proliferated very slowly, however, this quiescent state could be rapidly converted into an activated state upon serum replacement (Supplementary Fig. S1d, e). Since the arteriolar wall reportedly transmits mechanical signals to surrounding LepR^+^ MSCs, we explored whether cyclic mechanical stretching (CMS) could also activate qMSCs in culture after SSt^25^. Using an FX-5000T Flexercell Tension Plus unit on in vitro cultured MSCs, which had undergone SSt for eight hours, we found that qMSCs were activated to proliferate robustly with a 10% elongation force (Fig. 3a), and were sustained for 24 h (Fig. 3b).

**Fig. 3:**
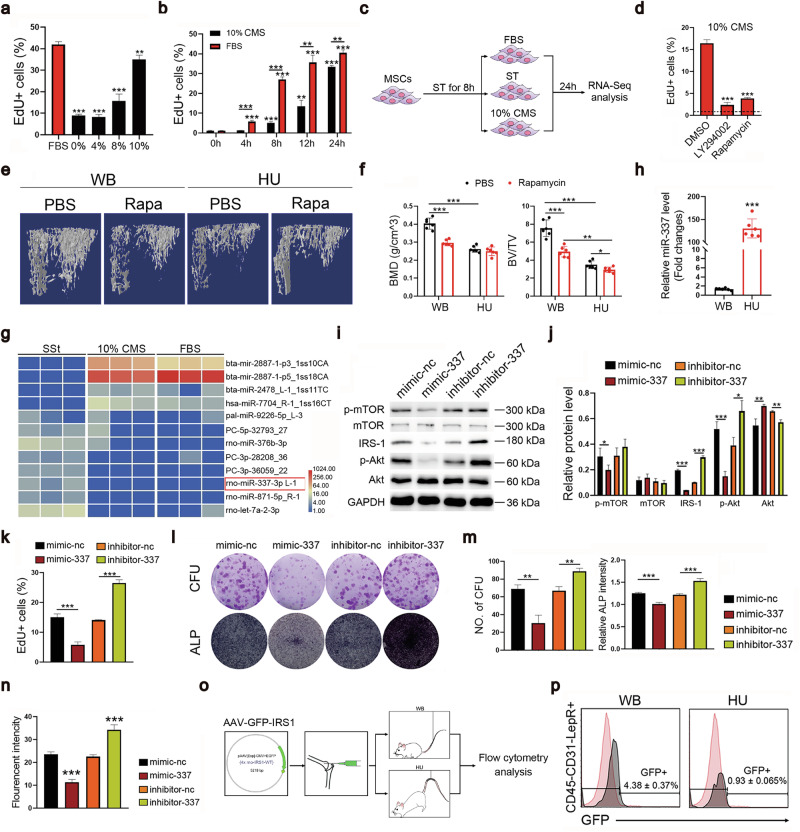
CMS-activated quiescent MSCs by the miR-337-PI3K-Akt-mTOR pathway. Flow cytometry analysis showing the percentage of EdU^+^ MSCs treated with the indicated CMS elongations (**a**) or 10% CMS (**b**) for the indicated time after serum-starvation for 8 h. **c** Schematic of the different MSC treatments groups used for the RNA-seq analysis. **d** Flow cytometry analysis of the percentage of EdU^+^ MSCs starved for 12 h and then stimulated with 10% CMS for another 24 h and treated with DMSO, LY294002, or rapamycin. Antagonistic agents were added at the time of the CMS treatment. The baseline (black dotted line) indicates the percentage of EdU^+^ MSCs before CMS treatment. **e** Rapamycin administration decreased the bone volume of WB rats as indicated by the micro-CT analysis of tibia sections from rats treated for 28 days. **f** Quantification of three-dimensional microstructural parameters from micro-CT images. **g** Heatmap of differentially expressed miRNAs that specifically target the PI3K-Akt pathway in MSCs treated with 10% CMS or FBS for 24 h after 8 h of serum starvation. **h** Quantitative RT-PCR was used to measure the expression of miR-337 in de novo isolated LepR^+^ cells from rats suspended for 7 days as well as WB controls. **i** Representative Western blot images showing the activation of the PI3K-Akt-mTOR pathways. The cells were transfected with the miR-337 mimic or inhibitor before they were subjected to 10% CMS-stimulated proliferation. **j** Quantification of the relative protein levels was normalized to the intensity of GAPDH in 3 independent experiments. **k** Flow cytometry analysis showing the percentage of EdU^+^ cells after being transfection with the miR-337 mimic or inhibitor, followed by 10% CMS stimulation for 24 h. **l** Representative images of CFU-F and ALP staining. MSCs were transfected with the miR-337 mimic or inhibitor as indicated for 24 h before the CFU-F and osteogenic assays were performed. **m** Quantification of CFU and ALP staining intensities shown in (**l**). **n** Flow cytometry analysis revealed that the fluorescent intensity of the GFP-IRS1 reporter was regulated by miR-337. **o** Schematic of the in vivo reporter assay. **p** Flow cytometry analysis showing the fluorescence intensity of GFP in CD45^–^/CD31^–^/LepR^+^ cells in rats suspended for 7 days after an intramedullary injection of the AAV-GFP-IRS1 reporter. Statistical significance was assessed by Student’s *t*-test of the results from 3 independent experiments. *n* = 3 per group. *P < 0.05, **P < 0.01, ***P < 0.001. The data are presented as means ± SD. The miR-337 expression levels were normalized to those of U6.

Transcriptomic analyses of serum (FBS) and CMS-activated MSCs (Fig. 3c) revealed differentially expressed genes (DEGs) between the CMS-stimulated and SSt conditions and between the serum-treated and SSt groups (Supplementary Fig. S2a). 

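In the WT experiment, MSCs from the bone marrow of 2-month-old rats were cultured to passage 3 and starved of serum for 8 h. RNA was then sequenced from cells kept without serum (SSt), given FBS or stretched (10% CMS), with 3 libraries per group. The paper's methods put the treatment at 16 h, and Fig. 3c and the sample labels put it at 24 h. Whether the 3 libraries of a group came from different rats, cultures or days is not stated, so the p-values measure the spread between these samples. For each of 32623 rat Ensembl genes the authors deposited a count and an FPKM, the count scaled to transcript length and depth. The paper does not name the aligner or genome build for these libraries. The submitters' processing notes name Bowtie 0.12.2 and the mouse build mm10, so no genome positions are printed. Depth was 63.38 to 71.85 M (median 70.88 M) counts per library in SSt, 58.95 to 66.67 M (median 60.63 M) in FBS and 58.28 to 62.06 M (median 60.33 M) in CMS. The 12916 genes with an FPKM of at least 1 in 3 of the 9 libraries were tested on the counts with edgeR. A gene was called at an adjusted p under 0.05 and a fold of at least 2. On simulated counts of this depth and spread, the adjusted p alone recovered 61.2% of genes changed 1.5-fold between FBS and SSt, 74.6% at 2-fold and 95.5% at 4-fold. With the fold limit as well, 0 of 67, 29 of 67 and 63 of 66 genes were called. The other 12716 simulated genes were unchanged, while 8580 genes passed the adjusted p in the data. The adjusted p was therefore stricter in the simulation, and its rates may be too low for the data. Gene lists for pathways and cell types were written before the data were examined. Members past the adjusted p are counted whatever their fold, and each list was tested as a whole with camera.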

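In WT-MSCs, genes for sterol synthesis were higher in the libraries labelled FBS than in those labelled SSt. Genes for secreted inflammatory proteins and for glycolysis were lower, and the libraries labelled CMS differed from SSt in the same directions. Between FBS and SSt 2078 genes were called by edgeR, 1156 higher and 922 lower. Between CMS and SSt 2155 were called, 1119 higher and 1036 lower. Without the fold limit 8580 and 8634 genes passed. Of 26 genes of sterol synthesis and targets of SREBP2, 25 were higher in FBS and 25 in CMS, the same over the list alone (camera adjusted p = 1.98e-13 in FBS and 7.96e-13 in CMS, adjusted p = 0.121 and 0.1 with an estimated correlation). The sterol demethylase gene Msmo1 measured 53.1 ± 0.502 FPKM in SSt and 181 ± 8.22 in FBS, log2 fold change 1.73, SE 0.0417, adjusted p = 4.71e-10 (n = 3 per group). Fatty acid synthesis followed, with 15 of 16 genes higher and 1 lower in FBS and 14 higher in CMS, the same over the list alone (camera adjusted p = 6.95e-07 in FBS and 2.28e-07 in CMS, adjusted p = 0.121 and 0.1 with an estimated correlation). Among 12 adipocyte genes, 9 were higher in FBS and 9 in CMS, the same over the list alone (camera adjusted p = 0.0284 in FBS and 0.0204 in CMS, adjusted p = 0.123 and 0.1 with an estimated correlation). The lipid carrier Fabp4 measured 18.1 ± 2.68 FPKM in SSt and 586 ± 48.6 in FBS, log2 fold change 4.98, SE 0.131, adjusted p = 7.98e-10. Of 47 cytokine and chemokine genes, 33 were lower and 10 higher in FBS, and 32 lower and 8 higher in CMS. Over the list alone the counts were 34, 10, 32 and 8 (camera adjusted p = 1.77e-06 in FBS and 9.41e-08 in CMS, adjusted p = 0.132 and 0.1 with an estimated correlation). Csf3, the granulocyte growth factor, measured 516 ± 23.3 FPKM in SSt and 5.77 ± 0.499 in FBS, log2 fold change -6.52, SE 0.204, adjusted p = 2.26e-09. Il11, a cytokine, fell too (-7.24, adjusted p = 8.16e-09), as did Nos2, which makes nitric oxide (-6.63, adjusted p = 1.14e-08). The protease inhibitor Serpinb3a had no count in any FBS library, a drop of at least 249-fold if each held 3 counts. Of 23 glycolysis and hypoxia genes, 21 were lower in FBS and 21 in CMS, the same over the list alone (camera adjusted p = 3.1e-09 in FBS and 1.11e-09 in CMS, adjusted p = 0.146 and 0.144 with an estimated correlation). Ldha, lactate dehydrogenase, measured 1627 ± 31.0 FPKM in SSt and 464 ± 12.2 in FBS, log2 fold change -1.84, SE 0.0496, adjusted p = 9.23e-10. Interferon-stimulated genes were higher for 11 of 15 in FBS and 11 in CMS, the same over the list alone (camera adjusted p = 0.0062 in FBS and 0.0149 in CMS, adjusted p = 0.121 and 0.1 with an estimated correlation). Markers of macrophages and other blood cells were present in every WT library. Of 22, 14 were higher and 3 lower in FBS, and 13 higher and 6 lower in CMS, the same over the list alone (camera adjusted p = 0.00249 in FBS and 0.0534 in CMS, adjusted p = 0.129 in FBS with an estimated correlation). Lyz2, the macrophage lysozyme, measured 2299 ± 74.1 FPKM in SSt and 4987 ± 183 in FBS, log2 fold change 1.08, SE 0.0358, adjusted p = 3.34e-09. Of 18 MSC markers 13 were lower in FBS and 13 in CMS, the same over the list alone, Thy1 among them (-0.73, adjusted p = 1.37e-07).

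**Figure D1:**
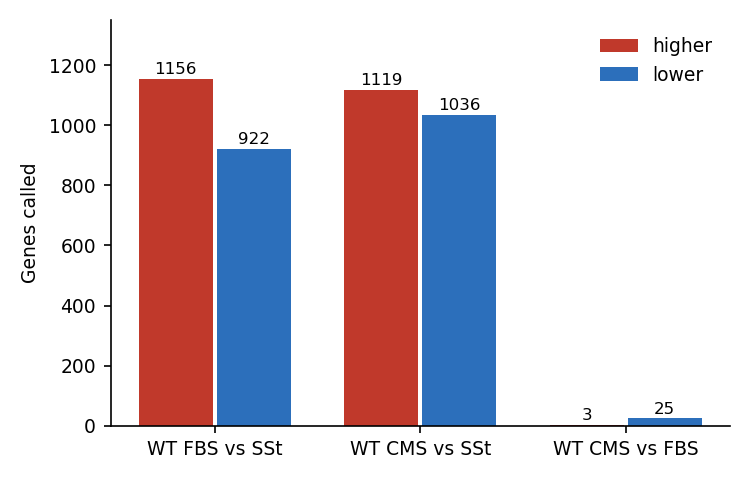
Genes called in WT-MSCs at an adjusted p under 0.05 and a fold of at least 2 (edgeR, n = 3 per group). FBS over SSt gave 1156 higher and 922 lower, CMS over SSt 1119 and 1036, and CMS over FBS 3 and 25.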

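DNA replication genes and targets of YAP and TEAD were lower in CMS than in FBS in WT-MSCs, by small amounts. Few single genes differed past a fold of 2, most of them lower in CMS. Between CMS and FBS 28 genes were called by edgeR, 3 higher and 25 lower (n = 3 per group). The count was 82 with the p-value left unadjusted, 46 without WT CMS replicate 1, 44 without a filter and 1155 without the fold limit, of which 505 were higher and 650 lower. It fell to 16 with an FPKM of at least 5, and with limma to 10 after quantile normalisation, 9 with median scaling and 5 with a pseudocount of 5. DESeq2, chosen after seeing the data, gave 45, and limma with a pseudocount of 1, the fit first planned, gave 9. Aldh1a2, which makes retinoic acid, measured 30.2 ± 2.68 FPKM in FBS and 14.7 ± 1.15 in CMS, log2 fold change -1.03, SE 0.0776, adjusted p = 0.000166. Its log2 fold change fell short of the limit without WT FBS replicate 1 (-0.993), WT FBS replicate 2 (-0.995) or WT CMS replicate 3 (-0.984). Slco2a1, a prostaglandin transporter, measured 2.65 ± 0.325 FPKM in FBS and 1.09 ± 0.157 in CMS, log2 fold change -1.27, SE 0.124, adjusted p = 0.000527. The receptor of complement C3a, C3ar1, was lower (-1.65, adjusted p = 0.000647), as was the chemokine Ccl12 (-1.54, adjusted p = 0.0023). With limma after quantile normalisation, with median scaling or with a pseudocount of 5, Slco2a1 (-0.775, -0.801 and -0.328) and C3ar1 (-0.888, -0.921 and -0.341) fell short of the limit. Aldh1a2 did so with the last 2 (-0.990 and -0.838), and all 3 genes with a pseudocount of 1, the fit first planned (-0.803, -0.923 and -0.992). DNA replication genes were lower in CMS for 13 of 52, 20 over the list alone (camera adjusted p = 2.71e-08). Targets of YAP and TEAD were lower for 8 of 20, 13 over the list alone (camera adjusted p = 5.9e-08), among them the matrix gene Ccn1 (-0.79, adjusted p = 8.69e-05). Against SSt, 986 genes were called higher in both FBS and CMS, where independent calls would share 100.2. Another 840 were called lower in both, where independent calls would share 73.95. The log2 fold changes of FBS and CMS over SSt correlated with r = 0.932 across 12916 genes, which are not independent replicates. Both responses use the same 3 SSt libraries, and unchanged groups simulated to share them gave r = 0.499 and no gene called in both. Libraries of FBS and CMS correlated with each other at a mean r = 0.972, and with SSt at 0.900 and 0.897.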

We detected substantially fewer DEGs between the CMS and FBS groups (Supplementary Fig. S2a), indicating that the CMS and FBS groups were more similar to each other and that both were distinct from the SSt group. More strikingly, Gene Ontology and pathway enrichment analyses of DEGs revealed that CMS and FBS stimulation activated many similar biological processes (Supplementary Fig. S2b, c), including the PI3K-Akt-mTOR pathway. This pathway has been reported to play important roles in the activation of many different types of quiescent stem cells, including hematopoietic stem cells (HSCs)^48–50^, epidermal stem cells^51^, neural stem cells^52^, and muscle stem cells^53^. 

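Cytokine signalling, sterol synthesis and contact with the extracellular matrix were among the pathways richest in called genes in FBS and in CMS, and PI3K-Akt signalling passed the same test. Most cytokine genes called were lower than in SSt, and every sterol gene called was higher. Of 311 KEGG pathways annotated in the deposited tables, 36 passed a one-sided exact test of called genes in FBS and 36 in CMS. In the pathway of cytokines and their receptors, ranked 1 in each, 68 of 128 tested genes were called in FBS, 50 of them lower (exact test, adjusted p = 7.54e-17). In CMS 72 were called, 54 of them lower (exact test, adjusted p = 5.01e-19). Steroid biosynthesis had 13 of 14 genes called in FBS and 12 in CMS (exact test, adjusted p = 2.86e-07 and 7.76e-06). The sterol reductase gene Dhcr7 measured 4.59 ± 0.207 FPKM in SSt and 37.8 ± 1.55 in FBS, log2 fold change 3.00, SE 0.0579, adjusted p = 1.27e-10 (edgeR, n = 3 per group). ECM-receptor interaction had 27 of 53 genes called in FBS and 24 in CMS (exact test, adjusted p = 4.14e-06 and 0.000424). The integrin subunit Itga8 fell (-6.24, adjusted p = 4.71e-10), while the integrin subunit Itga4 rose (5.01, adjusted p = 4.67e-10). The PI3K-Akt pathway lists 340 genes, of which 244 were tested. In FBS 66 were called, 28 higher and 38 lower (odds ratio 1.70, exact test, adjusted p = 0.00642, rank 18). In CMS 70 were called, 28 higher and 42 lower (odds ratio 1.78, exact test, adjusted p = 0.00223, rank 13). Counting every gene past the adjusted p whatever its fold, the pathway no longer passed (exact test, adjusted p = 0.218 in FBS and 0.226 in CMS). The tested members had a median log2 fold change of -0.05 in FBS and -0.06 in CMS, and the test of the list as a whole did not pass (camera adjusted p = 0.347 in FBS and 0.207 in CMS). With DESeq2, chosen after seeing the data, it passed, toward lower values (camera adjusted p = 0.0269 and 0.0119). Counts of mRNA do not measure phosphorylation of Akt or mTOR, and Gene Ontology terms were not analysed here. From the smaller number of genes that differ between CMS and FBS, the paper reasons that these groups resembled each other more than either resembled SSt. From the enrichment it concludes that both treatments activated shared cell processes, PI3K-Akt-mTOR among them, and then measures that pathway at the protein level.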

Western blot analyses further confirmed the activation of the downstream mTOR protein by CMS (Supplementary Fig. S1f). Inhibition of this pathway either by the PI3K antagonist LY294002 or by the mTOR inhibitor rapamycin abrogated CMS-stimulated proliferation (Fig. 3d), confirming the pivotal role of the PI3K-Akt pathway in CMS-induced MSC activation.

We performed Western blot analyses to determine whether this pathway is also involved in regulating MSC proliferation in vivo, as well as in mediating the HU-induced depletion of MSCs, and confirmed that HU inhibited of the PI3K-Akt-mTOR pathway in BM LepR^+^ cells on Day 14 after tail suspension compared with normal WB controls (Supplementary Fig. S2d). Furthermore, the injection of rapamycin, an mTOR inhibitor, was sufficient to induce bone loss even in WB animals, similar to HU (Fig. 3e, f). Rapamycin and HU were almost equally effective, suggesting that HU-induced bone loss is likely mediated predominantly (if not exclusively) by the inhibition of the PI3K-Akt-mTOR pathway (Fig. 3e, f).

Since microRNAs can be regulated by various biological stimuli and coordinately regulate important signaling pathways, we analyzed our transcriptomic data for altered microRNA expression in MSCs subjected to SSt, CMS, or FBS treatment. Among the top differentially expressed miRNAs that are known to target the PI3K-Akt-mTOR pathway (Fig. 3g), miR-337 was highly expressed. In vivo, HU caused a more than 100-fold increase in miR-337 expression in BM LepR^+^ cells on day 7 after tail suspension compared with that in WB controls (Fig. 3h). We previously reported that miR-337 is mechanically sensitive and can mediate the effects of CMS on tendon stem cell differentiation by directly binding to the 3’ UTR of the insulin receptor substrate 1 (IRS-1) mRNA to inhibit its protein translation, which in turn, suppresses the PI3K-Akt-mTOR pathway^36,54^. Using both gain- (mimic-337) and loss-of-function (inhibitor-337) assays, we further confirmed that this microRNA was capable of inhibiting the PI3K-Akt-mTOR pathway as well as MSC proliferation and osteogenesis (Fig. 3i–m). Interestingly, in cultured MSCs, miR-337 expression was inhibited by FBS, CMS, and several growth factors, but not by BMP2 or TGF-β (Supplementary Fig. S2e).

We utilized an AAV vector carrying a GFP reporter with an IRS-1 3’UTR sequence potentially targeted by miR-337 to test if miR-337 also targeted the 3’ UTR of the IRS-1 mRNA in the knee joint in vivo, (Fig. 3n). The reporter AAVs were introduced into the medulla of HU or WB rats (Fig. 3o). GFP expression from this reporter was significantly inhibited in LepR^+^ MSCs of HU rats compared with those of WB rats (Fig. 3p). Thus, HU induces the expression of miR-337, which inhibits IRS-1 expression both in vitro and in vivo.

We studied the effects of IRS-1 overexpression and knockdown by performing miR-337 gain- and loss-of-function assays to further elucidate the epistatic relationship between miR-337 and IRS-1-PI3K/Akt signaling pathway in rat BM LepR^+^ mesenchymal stem cells. When co-transfected with si-IRS-1, the proliferation-promoting effects of “inhibitor-337” on 0% CMS-treated MSCs were dampened, and PI3K-Akt signaling activity was also reduced (Fig. 4a, b). IRS-1 overexpression, on the other hand, counteracted “mimics-337” to rescue the proliferative ability of MSCs, while enhancing the activation of the PI3K-Akt signaling pathway (Fig. 4c, d). Additionally, we used CRISPR-CAS9 to mutate the miR-337 binding site in the IRS-1 3’ UTR, constructed IRS-1-mutant MSCs (mut-MSCs) and compared them with wild-type IRS-1-control MSCs (con-MSCs) (Supplementary Fig. S2f). Through EdU^+^ flow assays and Western blot, we observed that the proliferation and expression levels of PI3K-Akt pathway components in mutant MSCs were no longer affected by either 10% CMS or the overexpression of miR-337, unlike those of con-MSCs (Fig. 4e, f and Supplementary Fig. S2g, h). Similarly, the expression of miR-337 was affected in human MSCs (Fig. 4g) by SSt, FBS, and 10% CMS, suggesting that this regulatory pattern is conserved in human cells. Likewise, the overexpression and knockdown of miR-337 in human MSCs also affected the proliferative ability and expression levels of PI3K-Akt signaling pathway components (Fig. 4h–k and Supplementary Fig. S2i). In conclusion, mechanical stretching regulates the PI3K-Akt signaling pathway by suppressing miR-337 expression to promote the proliferation of quiescent MSCs.

**Fig. 4:**
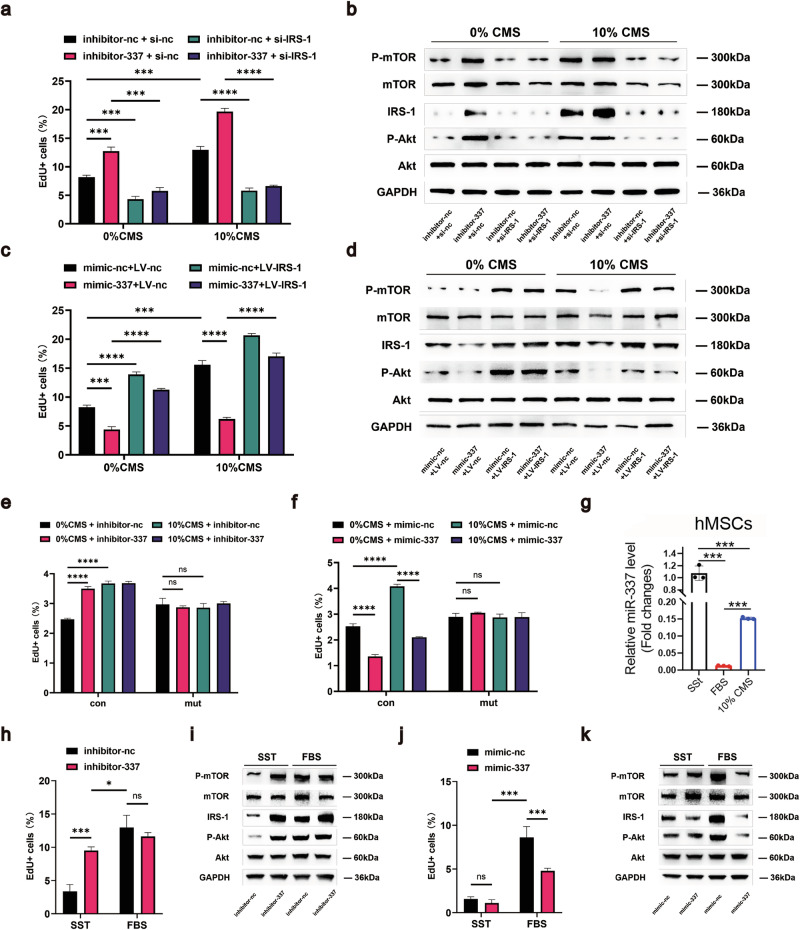
miR-337 regulates the PI3K-Akt signaling pathway through IRS-1. **a** Flow cytometry analysis showing the percentage of EdU^+^ rMSCs after transfection with the miR-337 inhibitor or IRS-1 si-RNA as indicated, followed by treatment with 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. **b** Representative Western blot images showing the activation of the PI3K-Akt-mTOR pathway. rMSCs were transfected with the miR-337 inhibitor or IRS-1 si-RNA as indicated before they were subjected to 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. **c** Flow cytometry analysis showing the percentage of EdU^+^ rMSCs after infection with LV-nc or LV-IRS-1 and subsequent transfection with the miR-337 mimic as indicated, followed by 10% CMS stimulation for 24 h after 8 h of serum starvation. **d** Representative Western blot image showing the activation of the PI3K-Akt-mTOR pathway. rMSCs were infected with LV-nc or LV-IRS-1 and transfected with the miR-337 mimic as indicated sequentially, followed by 10% CMS stimulation for 24 h after 8 h of serum starvation. **e**, **f** Flow cytometry analysis showing the percentage of EdU^+^ con-rMSCs or mut-rMSCs after transfection with the miR-337 inhibitor or mimic as indicated, followed by treatment with 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. **g** Quantitative RT-PCR was used to measure the expression of miR-337 in hMSCs treated as indicated for 24 h after they were serum-starved for 8 h. **h**, **j** Flow cytometry analysis showing the percentage of EdU^+^ hMSCs after transfection with the miR-337 inhibitor or mimic as indicated, followed by treatment as indicated for 24 h after being serum-starved for 8 h. **i**, **k** Representative Western blot images showing the activation of the PI3K-Akt-mTOR pathway in hMSCs. The cells were transfected with the miR-337 inhibitor or mimic before being treated as indicated for 24 h after being serum-starved for 8 h. Statistical significance was assessed by Student’s *t*-test of the results from 3 independent experiments. *n* = 3 per group. *P < 0.05, **P < 0.01, and ***P < 0.001. The data are means ± SD. The miR-337 expression levels were normalized to those of U6.

### MSCs sense stress stimulation through the Piezo1-Hippo-YAP-miR-337-PI3K-Akt axis

Piezo1 has been shown to function as a hydrostatic pressure receptor in MSCs, promoting the osteogenic differentiation of MSCs and inhibiting adipocyte differentiation^55^. We hypothesize that Piezo1 may be a key receptor through which MSCs sense extracellular mechanical signals and then convert them into extracellular biochemical signals. After siRNAs were used to knock down Piezo1 expression, the miR-337 expression level did not decrease in MSCs following exposure to 10% CMS, and 10% CMS also failed to promote the proliferation of MSCs or activate the PI3K-Akt signaling pathway, suggesting that miR-337 may be one of the downstream intracellular signal transduction targets of Piezo1 (Fig. 5a–d). After quiescent MSCs were treated with Yoda1, a small molecule activator of Piezo1, the expression level of miR-337 decreased, the proliferative ability increased, and the PI3K-Akt signaling pathway was activated (Fig. 5e–g). Conversely, following the overexpression of miR-337 in MSCs, the proliferation-promoting ability of Yoda1 was significantly attenuated, which corresponded with the sustained inhibition of the PI3K-Akt signaling pathway (Fig. 5e–g). The Hippo-YAP signaling pathway is one of the classic signaling pathways downstream of Piezo1^42^. We hypothesize that it may be a downstream pathway through which Piezo1 regulates miR-337 expression. Piezo1 activation can induce YAP nuclear translocation, and YAP typically acts as a transcriptional coregulator, forming a complex with TEAD to bind gene promoters and regulate downstream target gene expression^56–59^. We performed a bioinformatic analysis to predict TEAD binding motifs in the miR-337 promoter region (Fig. 5h). Dual-luciferase reporter assays further demonstrated the direct binding of TEAD to the promoter region (Fig. 5i). After the use of a small interfering RNA or a specific YAP inhibitor, verteporfin, to knock down or interfere with the YAP protein, the decrease in miR-337 expression induced by Yoda1 treatment no longer occurred (Fig. 5j–l). Collectively, these data suggest that MSCs sense extracellular mechanical signals through Piezo1 and regulate MSC proliferation by targeting the PI3K-Akt signaling pathway, which occurs at least in part through the downregulation of miR-337 by the Hippo-YAP signaling pathway.

**Fig. 5:**
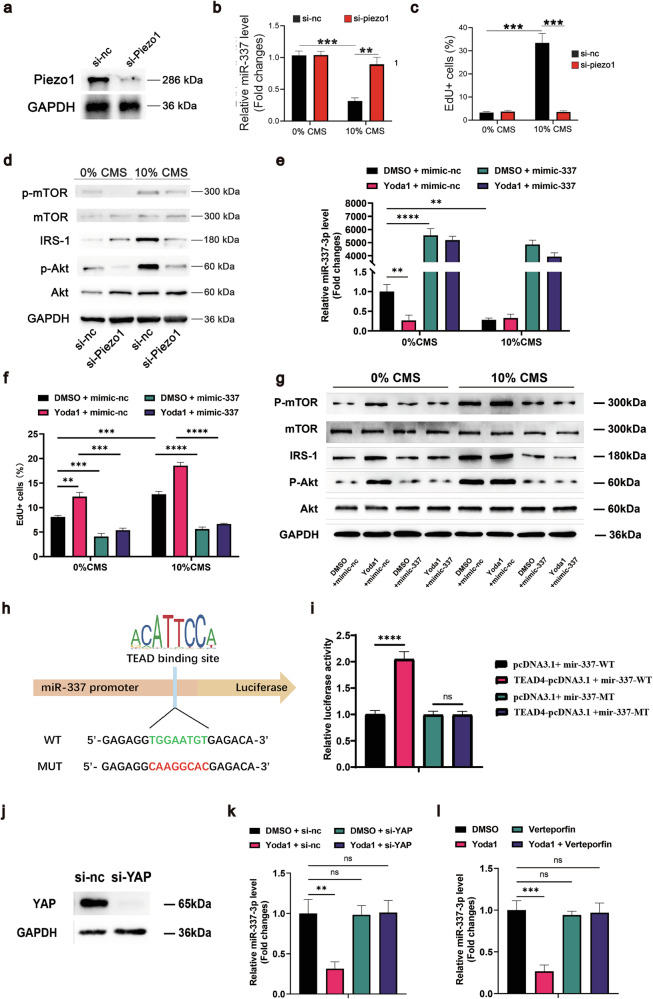
MSCs sense stress stimulation through the Piezo1-miR-337-PI3K-Akt axis. **a** Representative Western blot images showing the Piezo1 protein level at 72 h after siRNA transfection. **b** Quantitative RT-PCR analysis of the expression of miR-337 in rMSCs transfected with the Piezo1 si-RNA followed by treatment with 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. **c** Flow cytometry analysis showing the percentage of EdU^+^ rMSCs after transfection with the Piezo1 si-RNA, followed by treatment with 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. **d** Representative Western blot images showing the activation of the PI3K-Akt-mTOR pathway. rMSCs were transfected with the Piezo1 si-RNA before they were subjected to 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. **e** Quantitative RT-PCR was used to measure the expression of miR-337 in rMSCs treated with DMSO or Yoda1 and transfected with the miR-337 mimic as indicated simultaneously, followed by treatment with 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. **f** Flow cytometry analysis showing the percentage of EdU^+^ rMSCs after treatment with DMSO or Yoda1 and transfection with the miR-337 mimic as indicated simultaneously, followed by treatment with 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. **g** Representative Western blot images showing the activation of the PI3K-Akt-mTOR pathway. rMSCs were treated with DMSO or Yoda1 and simultaneously transfected with the miR-337 mimic as indicated, followed by treatment with 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. **h** Schematic illustration of the TEAD binding site in the wild-type and mutant miR-337 promoters. The TEAD binding motif in the promoter of miR-337 was predicted using the JASPAR database. **i** Fluorescence activity in 293 T cells expressing the miR-337 wild-type or mutant promoter with TEAD pcDNA3.1. **j** Representative Western blot images showing the YAP protein level at 72 h after siRNA transfection. **k** Quantitative RT-PCR analysis of the expression of miR-337 in rMSCs treated with DMSO or Yoda1 and transfected with the YAP si-RNA simultaneously for 24 h after 8 h of serum starvation. **l** Quantitative RT-PCR analysis of the expression of miR-337 in rMSCs treated with the indicated medium for 24 h after 8 h of serum starvation. Statistical significance was assessed by Student’s *t*-test of the results from 3 independent experiments. *n* = 3 per group. *P < 0.05, **P < 0.01, and ***P < 0.001. The data are presented as means ± SD. The miR-337 expression levels were normalized to those of U6.

### Knockout of miR-337 rescues HU-induced bone loss

We generated miR-337 knockout (KO) rats to further confirm that the mechanical unloading-induced decreases in MSC contents were mediated, at least in part, by miR-337, (Supplementary Fig. S2j). Bone histological and morphological analyses showed that bone tissue and the remodeling balance were not affected in adult KO rats compared with WT littermates (Supplementary Fig. S3a–d), nor were the MSC CFU frequencies (Supplementary Fig. S3e). Remarkably, miR-337 KO greatly attenuated HU-induced bone loss (Fig. 6a, b) and the loss of LepR^+^ MSCs (Fig. 6c–e and Supplementary Fig. S4c, d). Moreover, bone formation following HU was substantially increased in KO rats compared with WT animals (Supplementary Fig. S4a, b). We further investigated the effect of miR-337 on MSC subsets by analyzing the frequencies of four subsets of LepR^+^ cells in three different niche locations in the BM of KO rats following HU. Unlike those in WT rats, the frequencies of aMSCs and pre-obs were not decreased in all three niche locations (bone surface, arterioles, and sinusoids) upon HU in KO rats, suggesting a significant attenuation of HU-induced bone loss (Fig. 6f and Supplementary Fig. S5a). Taken together, these data demonstrate that the inhibition of a single miRNA, miR-337, is sufficient to rescue disuse-induced bone loss in vivo.

**Fig. 6:**
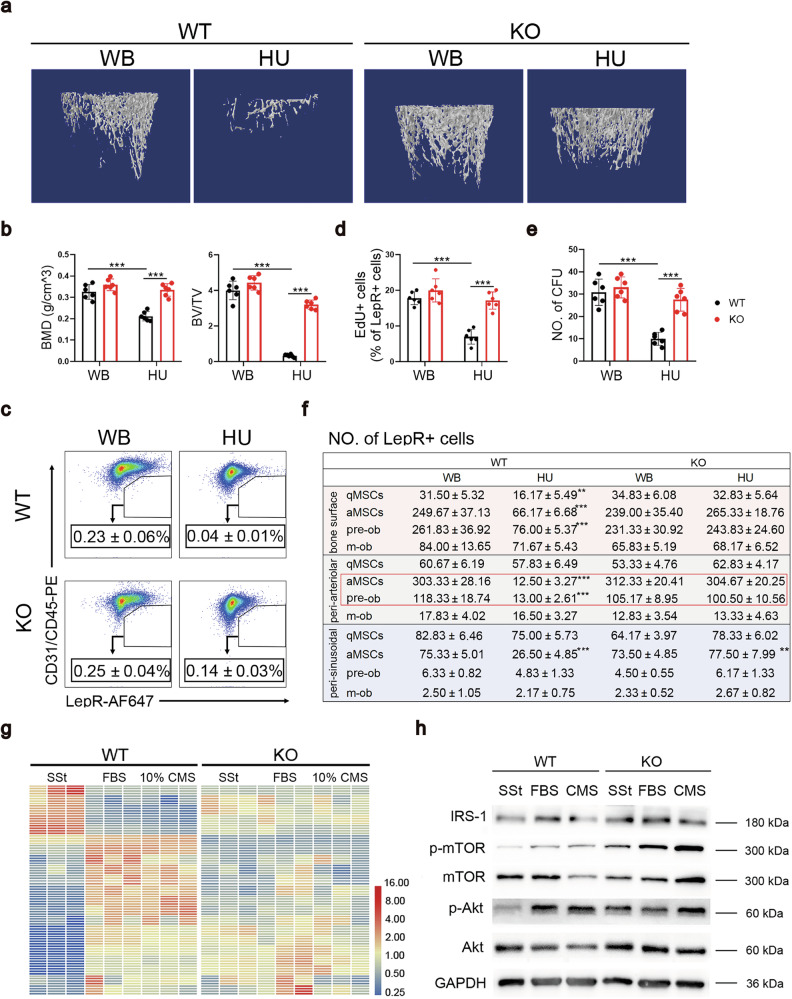
Knockout of miR-337 reversed mechanical unloading-induced bone loss. **a** Representative images of micro-CT and bone histomorphometry. WT and miR-337^–^^/–^ rats were suspended by the tail for 28 days before the femurs were used for micro-CT scanning. *n* = 6 per group. **b** Quantification of the three-dimensional microstructural parameters from micro-CT scans of femurs. **c** Representative images showing the flow cytometry analysis of CD45/CD31^–^LepR^+^ cells in the BM of WT and miR-337^–^^/–^ rats suspended for 7 days. **d** An EdU incorporation assay was used to determine the percentage of proliferative LepR^+^ cells in the BM of WT- or KO-rats after being suspended for 7 days. **e** CFU frequencies of BM cells isolated from WT- or KO-rats after being suspended for 7 days. Colonies larger than 40 cells were counted. **f** The number of subsets of LepR^+^ cells counted in 3 BM niches (< 50 μm) from mIHC images. **g** Heatmap of 21 DEGs enriched in the PI3K-Akt pathway, whose expression changed after 10% CMS in wild-type MSCs, but did not change significantly in KO-MSCs stimulated with FBS or 10% CMS. **h** Representative images of Western blots showing PI3K-Akt-mTOR pathway activity in WT- and miR-337^–^^/–^ MSCs after serum starvation for 12 h. Statistical significance was assessed by Student’s *t*-test of *t*he results from 3 to 6 independent experiments. All the data are presented as the means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001.

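PI3K-Akt pathway genes called with CMS in WT and with neither treatment in KO code mostly for matrix proteins and secreted growth factors. Whether these classes are over-represented among them was not tested. At an adjusted p under 0.05 and a fold of at least 2 (edgeR, n = 3 per group), 27 genes met that rule, 16 of them higher in WT CMS. Some passed the adjusted p in KO below that fold, such as Lpar1 (-0.717, adjusted p = 6.29e-06) and Fgf7 (-0.580, adjusted p = 0.00292) in KO CMS. All 27 were called in WT FBS as well, and for 21 of them the CMS response differed between WT and KO past the same limits. The count was 42 without the fold limit and 17 with limma at a pseudocount of 5. Collagen II, Col2a1, measured 0.979 ± 0.0688 FPKM in SSt and 4.67 ± 0.668 in CMS, log2 fold change 2.23, SE 0.116, adjusted p = 8.01e-08 in WT, and its response differed from KO (2.07, SE 0.297, adjusted p = 5.09e-05). The growth factor Igf1 measured 3.05 ± 0.0673 FPKM in SSt and 9.50 ± 0.621 in CMS, log2 fold change 1.61, SE 0.0708, adjusted p = 2.32e-08 in WT and fell by less than 2-fold in KO CMS (-0.84, adjusted p = 0.0123), a difference of 2.44, SE 0.254, adjusted p = 3.28e-06. With limma at a pseudocount of 5, Col2a1 (0.691 in WT CMS and 0.667 for the difference) and Igf1 (0.849 in WT CMS) fell short of a fold of 2. Vegfd, a growth factor of lymphatic vessels, rose in WT (1.75, adjusted p = 2.53e-10, difference 1.37, SE 0.184, adjusted p = 2.78e-05). The angiogenic factor Vegfa fell in WT (171 ± 42.6 FPKM in SSt and 44.7 ± 6.41 in CMS, log2 fold change -1.96, SE 0.205, adjusted p = 1.45e-05, difference -1.46, SE 0.397, adjusted p = 0.00732). For Ddit4, which restrains mTORC1, the CMS response in WT was the lower (-2.22, SE 0.177, adjusted p = 3.59e-07). Bdnf, Lpar3 and Pik3r6 were too low in KO to be tested there. The legend does not name the genes of its heatmap, so they were not compared gene by gene. Igf1, Bdnf, Lpar3 and Pik3r6 were singled out after the values were seen.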

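In the second experiment the same 3 treatments were given to MSCs from miR-337-/- rats (KO), with 3 libraries per group. The row of Mir337 (ENSRNOG00000035527, 97 nt) held a count of 0 in all 18 libraries, WT and KO. These files therefore do not show whether the gene is absent from the KO cells. The authors deposited the same 32623 genes for KO in the same units, and 12888 of them were tested. Depth was 60.16 to 64.42 M (median 61.81 M) counts per library in SSt, 56.08 to 63.71 M (median 58.54 M) in FBS and 57.12 to 71.08 M (median 58.46 M) in CMS. KO FBS replicate 1 stood apart from the other KO FBS libraries. In it Nos2, which makes nitric oxide, was at 239 FPKM against 22.0 and 11.8. Mki67, a marker of dividing cells, was at 5.06 FPKM against 14.8 and 17.1. Its mean correlation was 0.965 with its own group and 0.966 with KO CMS, and it was kept. Each response was tested inside its own genotype. The difference between responses, WT minus KO, was tested in edgeR over all 18 libraries and 13194 genes, so that a constant difference between genotypes cancels. On simulated counts the adjusted p alone recovered 43.3% of genes changed 1.5-fold between KO FBS and SSt and 67.2% of those changed 2-fold. For the difference in the FBS response it recovered 28.4% and 64.2%, and in the CMS response 46.3% and 77.6%. With the fold limit as well, 0 of 67 and 24 of 67 were called between KO FBS and SSt. For the difference 2 of 67 and 16 of 67 were called in FBS, and 0 of 67 and 28 of 67 in CMS. As in WT, few simulated genes were changed, so the rates by the adjusted p may be too low for the data.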

We compared transcriptomic changes in cultured MSCs derived from WT and miR-337-KO rats subjected to SSt, FBS, or 10% CMS treatment. 

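Within the PI3K-Akt pathway of WT-MSCs, secreted growth factors were mostly lower in the libraries labelled FBS and CMS than in SSt. Matrix proteins, integrins and receptors moved both ways, and few core components changed past a fold of 2. Of 31 growth factors and cytokines, 9 were higher and 19 lower in FBS, and 10 higher and 19 lower in CMS. Over the list alone the counts were 11, 19, 10 and 19 (camera adjusted p = 0.0314 in FBS and 0.0221 in CMS, adjusted p = 0.121 and 0.1 with an estimated correlation). Fgf7, a growth factor for epithelial cells, measured 645 ± 28.9 FPKM in SSt and 193 ± 7.34 in CMS, log2 fold change -1.77, SE 0.0486, adjusted p = 9.65e-10 (edgeR, n = 3 per group). The other way went Pdgfb, a growth factor for mesenchymal cells (3.74, adjusted p = 5.82e-07). Of 33 receptors, 17 were higher and 13 lower in FBS, and 13 higher and 13 lower in CMS, the same over the list alone (camera adjusted p = 0.734 in FBS and 0.631 in CMS). Pdgfra, a receptor of PDGF, measured 37.7 ± 1.18 FPKM in SSt and 118 ± 6.99 in CMS, log2 fold change 1.62, SE 0.0447, adjusted p = 9.94e-10. The VEGF receptor Flt1 rose (3.75, adjusted p = 3.16e-10) and Met, the receptor of HGF, fell (-2.63, adjusted p = 8.72e-10). Of 40 matrix proteins and integrins, 17 were higher and 19 lower in FBS, and 16 higher and 20 lower in CMS, the same over the list alone (camera adjusted p = 0.372 in FBS and 0.175 in CMS). Fibronectin, Fn1, measured 1964 ± 30.8 FPKM in SSt and 5129 ± 17.8 in CMS, log2 fold change 1.36, SE 0.0319, adjusted p = 3.61e-10. Thrombospondin 1, Thbs1, measured 2372 ± 33.3 FPKM in SSt and 182 ± 8.85 in CMS, log2 fold change -3.73, SE 0.0472, adjusted p = 1.63e-11, and tenascin C, Tnc, fell as well (-4.93, adjusted p = 1.86e-13). Among 39 core components, 15 were higher and 16 lower in FBS, and 14 higher and 14 lower in CMS, 15, 17, 14 and 14 over the list alone (camera adjusted p = 0.921 in FBS and 0.936 in CMS). Past a fold of 2 in CMS were Deptor and Ddit4, inhibitors of mTOR, in opposite directions (2.21, adjusted p = 5.4e-07, and -1.72, adjusted p = 1.23e-09), and Pik3r3, a subunit of PI3K (-1.20, adjusted p = 0.00065). With limma at a pseudocount of 5, Deptor and Pik3r3 fell short of that fold (0.922 and -0.326). Pik3r3 did so in 4 more limma settings as well (-0.943 to -0.772), 1 of them with a pseudocount of 1. Akt1, the kinase itself, measured 115 ± 1.48 FPKM in SSt and 96.7 ± 2.62 in CMS, log2 fold change -0.28, SE 0.0294, adjusted p = 1.51e-05. Irs1, the insulin receptor substrate, measured 2.86 ± 0.0307 FPKM in SSt and 2.16 ± 0.0676 in CMS, log2 fold change -0.43, SE 0.0627, adjusted p = 0.00017. Of 62 downstream and cell cycle members, 21 were higher and 26 lower in FBS, and 25 higher and 28 lower in CMS, 21, 27, 25 and 28 over the list alone (camera adjusted p = 0.273 in FBS and 0.336 in CMS). The survival gene Bcl2 rose (2.59, adjusted p = 1.25e-05) and the orphan receptor gene Nr4a1 fell (-4.74, adjusted p = 1.71e-08). Pdgfb and Bcl2 also fell short of a fold of 2 in CMS with limma at a pseudocount of 5 (0.364 and 0.372).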

Compared with those in the SSt groups, genes enriched in the PI3K-Akt pathway were significantly altered in WT-MSCs after treatment with FBS or 10% CMS. However, these changes were essentially eliminated in the KO-MSCs (Fig. 6g). 

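KO-MSCs kept the sterol response to FBS and CMS, but inflammatory genes that fell in WT did not fall together in KO, and several rose. Many of them already stood lower in KO SSt than in WT SSt, so a changed response was not separated from a lower start. Interferon-stimulated genes rose in KO as they did in WT. Between FBS and SSt 2209 genes were called in KO by edgeR, 1221 higher and 988 lower. Between CMS and SSt 2477 were called, 1232 higher and 1245 lower. With limma at a pseudocount of 5 these KO counts were 757 and 1000, and without the fold limit 7706 and 7924. In FBS 621 genes were called higher in both genotypes and 447 lower, where independent calls would share 97.6 and 63.2. In CMS 557 were called higher in both and 530 lower, where independent calls would share 95.6 and 89.7. The WT and KO responses differed past both limits for 1191 genes in FBS and 1773 in CMS. The differences numbered 407 and 638 with limma at a pseudocount of 5, and 4759 and 5964 without the fold limit. Of 26 cholesterol genes, 25 were higher in KO FBS and 25 in KO CMS, the same over the list alone (camera adjusted p = 3.71e-14 in FBS and 1.34e-13 in CMS, adjusted p = 0.171 and 0.184 with an estimated correlation). In KO CMS Msmo1 measured 60.5 ± 3.41 FPKM in SSt and 171 ± 5.52 in CMS, log2 fold change 1.60, SE 0.0656, adjusted p = 2.37e-07 (n = 3 per group). Interferon-stimulated genes were higher for 13 of 15 in KO FBS and 13 in KO CMS, the same over the list alone (camera adjusted p = 3.53e-05 in FBS and 5.89e-05 in CMS, adjusted p = 0.171 and 0.184 with an estimated correlation). Oasl, an antiviral gene, measured 0.503 ± 0.0962 FPKM in SSt and 27.0 ± 6.09 in CMS, log2 fold change 5.85, SE 0.391, adjusted p = 3.01e-06. Of 48 cytokine genes, 18 were higher and 9 lower in KO FBS, and 17 higher and 12 lower in KO CMS, the same over the list alone (camera adjusted p = 0.297 in FBS and 0.653 in CMS). The response was lower in WT than in KO for 36 of 48 members in FBS and 35 in CMS, the same over the list alone (camera adjusted p = 2.61e-11 in FBS and 2.67e-10 in CMS, adjusted p = 0.176 and 0.275 with an estimated correlation). In KO SSt 33 of 48 cytokine genes already stood lower than in WT SSt, 22 of them by at least 2 times. Their median was 25.4 FPKM in KO SSt and 71.2 in WT SSt. Nos2 ran from 401 to 448 FPKM in the WT SSt libraries. Nos2 rose in KO CMS (3.42 ± 1.09 FPKM in SSt and 92.8 ± 46.4 in CMS, log2 fold change 4.87, SE 1.16, adjusted p = 0.00546), and its response differed from WT (-12.06, SE 1.35, adjusted p = 6.2e-06). So did the stress cytokine Gdf15 (2.80 ± 0.506 FPKM in SSt and 99.3 ± 27.4 in CMS, log2 fold change 5.25, SE 0.309, adjusted p = 1.52e-06, difference -4.09, SE 0.315, adjusted p = 2.67e-07). The difference for Gdf15 was smaller than its rise in KO, so Gdf15 did not fall in WT CMS. Complement factor B, Cfb (ENSRNOG00000051158), had no count in the KO SSt libraries, a rise of at least 2380-fold in CMS if each held 3 counts. Glycolysis genes were lower for 7 of 23 in KO FBS and 1 in KO CMS, 6 and 1 over the list alone (camera adjusted p = 0.208 in FBS and 0.388 in CMS). Without KO FBS replicate 1 that list passed in KO FBS (camera adjusted p = 0.00197). Of 21 macrophage markers, 15 were higher and 3 lower in KO FBS, and 11 higher and 8 lower in KO CMS, the same over the list alone (camera adjusted p = 0.000352 in FBS and 0.232 in CMS, adjusted p = 0.0799 in FBS with an estimated correlation). Adgre1, a macrophage receptor, measured 2.97 ± 0.205 FPKM in SSt and 67.4 ± 13.2 in CMS, log2 fold change 4.62, SE 0.566, adjusted p = 0.000115. C1qa, a complement component made by macrophages, fell (-3.53, adjusted p = 2.59e-05).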

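With edgeR, PI3K-Akt pathway genes were called in KO-MSCs in numbers close to those in WT, and part of the response was shared. With limma at a pseudocount of 5 the KO count in FBS fell further below that in WT. Receptor and matrix genes such as Pdgfra, Tnc and Itga8 changed in both genotypes, whereas collagen VI and fibronectin passed the limits in WT alone. In KO FBS 58 pathway genes were called, 26 higher and 32 lower, and in KO CMS 65, 23 higher and 42 lower. Enrichment of the annotated pathway did not pass in KO (exact test, adjusted p = 0.202 in FBS and 0.124 in CMS). With the hand-written PI3K-Akt lists in place of the annotation the p was low (exact test, unadjusted p = 4e-05 in FBS and 4.05e-05 in CMS). It was not adjusted over pathways, so it cannot be set directly against the values of the annotated pathway. Of the 66 genes called in WT FBS, 29 were called in KO FBS in the same direction. Of the 70 called in WT CMS, 33 were called in KO CMS in the same direction, and 26 genes were called alike in all 4 comparisons. In KO CMS Pdgfra measured 37.5 ± 0.424 FPKM in SSt and 155 ± 10.5 in CMS, log2 fold change 2.16, SE 0.0636, adjusted p = 5.73e-08 (edgeR, n = 3 per group). Tnc in KO CMS measured 699.8 ± 62.0 FPKM in SSt and 28.9 ± 7.73 in CMS, log2 fold change -4.49, SE 0.200, adjusted p = 3.58e-07. Fn1 stood at 3591 ± 65.7 FPKM in KO SSt and 3747 ± 251 in KO CMS, and its response differed from WT (1.18, SE 0.0877, adjusted p = 2.03e-07). The collagen VI chain Col6a1 rose in WT CMS (1.43, adjusted p = 1.06e-09) and not in KO CMS (189 ± 17.3 FPKM in SSt and 159 ± 17.3 in CMS, log2 fold change -0.14, SE 0.160, adjusted p = 0.485), a difference of 1.57, SE 0.179, adjusted p = 6.88e-06. Met went the other way in KO CMS (1.46, adjusted p = 0.0103, difference -4.09, SE 0.435, adjusted p = 3.97e-06), 1 of 5 pathway genes called in opposite directions in CMS. With limma at a pseudocount of 5, Met fell short of a fold of 2 in KO CMS (0.641). Irs1, which the paper places downstream of miR-337, fell in KO CMS too (2.62 ± 0.398 FPKM in SSt and 1.73 ± 0.0736 in CMS, log2 fold change -0.49, SE 0.133, adjusted p = 0.0106), and its difference did not pass (0.06, SE 0.145, adjusted p = 0.767). The response differed between genotypes for 32 of the 66 genes called in WT FBS and 44 of the 70 called in WT CMS. The KO value had the same sign for 54 of 63 WT calls in FBS and 54 of 67 in CMS that were tested in KO. Their median absolute log2 fold change was 1.75 in WT and 0.973 in KO for FBS, and 1.69 and 1.30 for CMS. These genes were chosen by a fold of at least 2 in WT, so a smaller median in KO follows in part from the choice. It does not measure a weaker response in KO. Over the 241 genes tested in both, WT and KO log2 fold changes correlated across genes with r = 0.665 in FBS and 0.560 in CMS, and genes are not independent replicates. The test of the pathway as a whole between genotypes did not pass (camera adjusted p = 0.61 in FBS and 0.742 in CMS). From the contrast between WT and KO the paper states that these changes were essentially eliminated in KO (Fig. 6g), and it then measures IRS-1 protein and pathway activation (Fig. 6h).

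**Figure D2:**
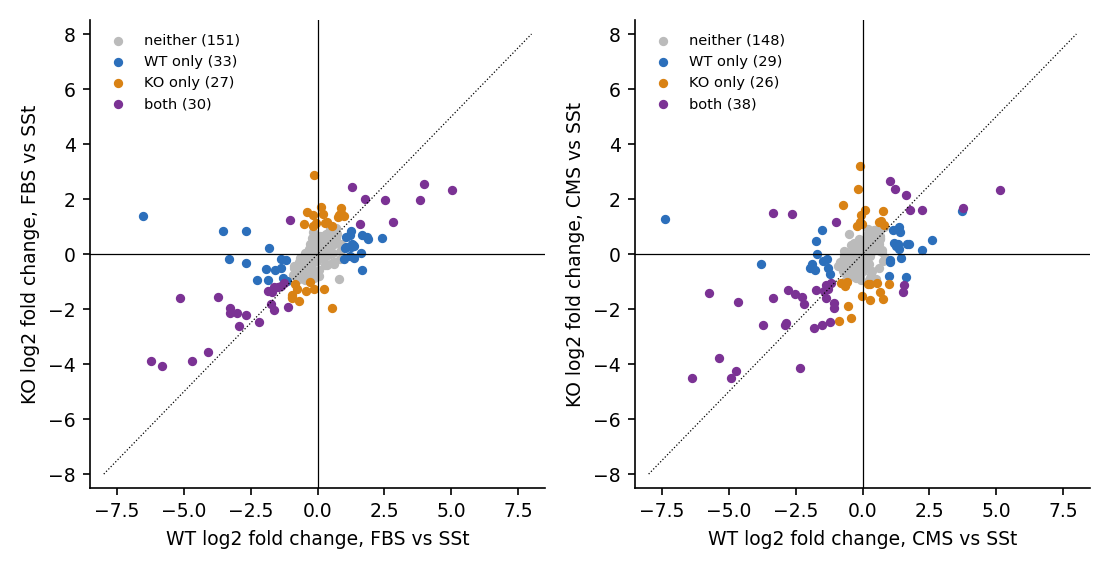
Log2 fold changes of 241 PI3K-Akt pathway genes in WT and KO, FBS over SSt (left) and CMS over SSt (right), edgeR, n = 3 per group. Genes called in WT only, KO only and both numbered 33, 27 and 30 in FBS and 29, 26 and 38 in CMS.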

Consistent with the finding that miR-337 functions as an inhibitor of IRS-1 protein expression, higher IRS-1 protein levels corresponded to increased PI3K-Akt pathway activation (Fig. 6h). We detected elevated levels of phosphorylated Akt and mTOR in miR-337-KO MSCs 24 h after SSt than in WT MSCs (Fig. 6h), indicating the constitutive activation of the PI3K-Akt-mTOR pathway. Rapamycin treatment also reversed the protective effect of miR-337-KO on HU-induced bone loss (Supplementary Fig. S5b, c), further indicating that miR-337-KO rescues HU-induced bone loss through the activation of the PI3K-Akt-mTOR pathway.

### miR-337-KO MSCs function as therapeutic agents for antagonizing HU-induced bone loss

Compared with WT MSC cultures, KO MSC cultures contained significantly more EdU-positive proliferating cells under SSt conditions (Fig. 7a), and the proliferation of WT cells in growth medium was PI3K-Akt-mTOR dependent, which was inhibited by LY294002 (a PI3K inhibitor) or rapamycin (an mTOR inhibitor). miR-337-KO MSCs also presented an increased colony formation capacity (Fig. 7b, c), and osteoblastic differentiation potential (Fig. 7d–f), which were also abrogated by LY294002 or rapamycin. The effects of miR-337 were specific to disuse-induced bone loss because miR-337 KO failed to prevent bone loss in rats after ovariectomy (OVX) (Supplementary Fig. S6a, b). Thus, different mechanisms are involved in estrogen deficiency-induced bone loss than in disuse-induced bone loss. OVX-treated rats exhibited significant bone resorption, but bone formation was only slightly increased, similar to previous observations^60,61^. OVX-induced bone remodeling changes occurred similarly in WT and miR-337 KO rats (Supplementary Fig. S6c, d), further suggesting that miR-337 does not play a role in OVX-induced bone loss.

**Fig. 7:**
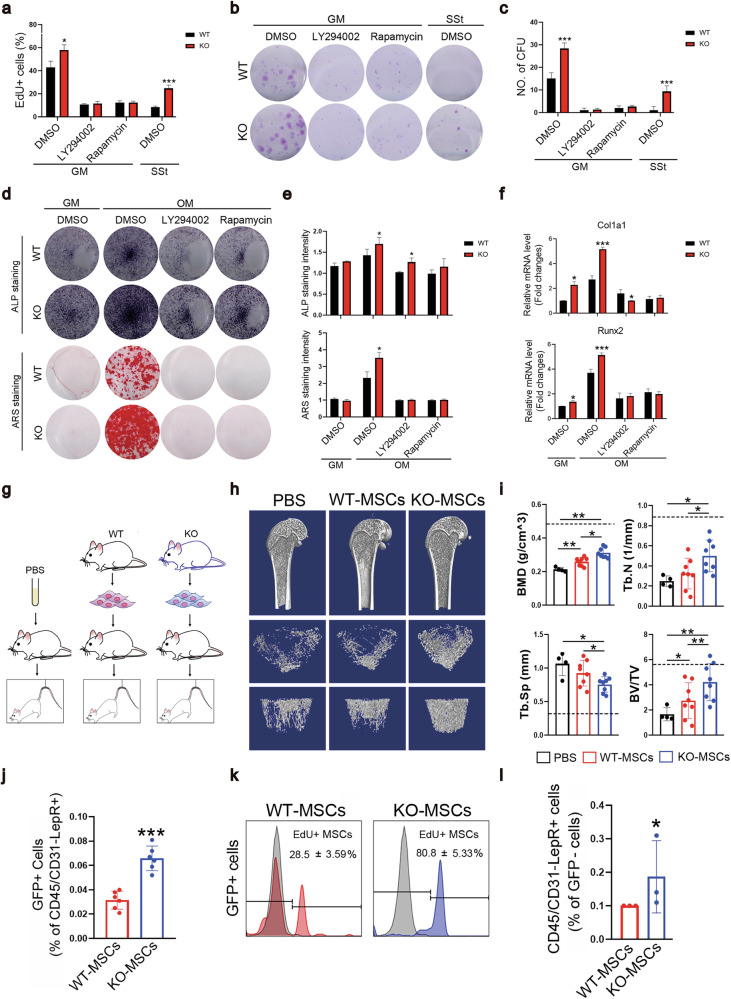
miR-337^–^^/–^ MSCs ameliorated the HU-induced decrease in bone formation. **a** Flow cytometry analysis of EdU^+^ MSCs treated as indicated for 24 h. **b** Representative images of the CFU frequency of WT- and miR-337^–/–^ MSCs in the growth medium either without serum or supplemented with a PI3K inhibitor (LY) or an mTOR inhibitor (Rapa). **c** The number of colonies containing more than 40 cells was quantified. **d** Representative images of ALP staining and ARS staining of WT- and miR-337^–/–^ MSCs treated as indicated. **e** Quantification of the staining intensity in three independent experiments. **f** Relative expression of Runx2 and Col1a1 in WT- and miR-337^–/–^ MSCs treated as indicated for 7 days. The data are normalized to the level of GAPDH. **g** Schematic of the in vivo transplantation assays. **h** Representative micro-CT images of femurs from WT rats suspended for 28 days. **i** Quantification of three-dimensional microstructural parameters from micro-CT scans of femurs. The baselines (black dotted lines) indicate the parameters of WT rats under WB conditions. **j** Flow cytometry analysis of transplanted GFP^+^ cells in the BM of WT rats suspended for 7 days. **k** Representative images of EdU^+^GFP^+^ cells in the BM of WT rats suspended for 7 days. **l** Flow cytometry analysis of endogenous CD45/CD31^–^LepR^+^ cells in the BM of WT rats transplanted with the indicated cells before 7 days of HU. The statistical significance of the results shown in **(a**–**f** and **j**–**l)** was assessed by Student’s *t*-test of 3 to 6 independent experiments. The data are represented as the means ± SDs. The statistical significance of the results from the experiments shown in i was assessed by one-way ANOVA with Dunnett’s post hoc test. *n* = 6 per group. The data are presented as means ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001.

Given the ability of miR-337 KO to potently protect against HU-induced bone loss in vivo, we sought to develop a more clinically applicable approach. We tested the possibility of using miR-337-KO MSCs alone to treat HU-induced bone loss in WT rats. We labeled MSCs derived from either miR-337-KO rats or WT littermates and intravenously injected WT rats with 10^5^ GFP-MSCs (in 100 μL of saline) through the tail vein, immediately before tail suspension (Fig. 7g). Remarkably, 28 days after suspension, the bone volume and BMD of the rats treated with a single administration of KO-MSCs were higher (Fig. 7h, i) than those of the uninjected animals. Compared with KO-MSCs, WT-MSCs improved bone mass retention under HU conditions, but were less effective (Fig. 7h, i). By 7 days of HU, transplanted GFP^+^ MSCs (WT vs. KO) were still present in the BM (Fig. 7j), but the number of LepR^+^ exogenous KO-MSCs was nearly twice that of exogenous WT-MSCs (Fig. 7j). Moreover, in unloaded BM, more than 80% of KO-MSCs were EdU positive at 7 days after suspension (Fig. 7k), indicating a higher proliferation rate than that of WT-MSCs. Interestingly, the number of GFP^–^ endogenous LepR^+^ MSCs also increased after HU following the transplantation of KO-MSCs, suggesting the presence of noncell-autonomous effects (Fig. 7l).

These results demonstrate that targeting miR-337 in MSCs maintains their ability to proliferate and differentiate into osteogenic lineage cells in the pathogenic BM microenvironment induced by HU and that supplementation with exogenous KO-MSCs not only provides stronger “seeds” for bone formation but also modulates the microenvironment “soil” of the BM to attenuate pathological damage to endogenous stem cells.

## Discussion

In this study, we found that the frequency of proliferating LepR^+^ cells decreased in the BM of rodents subjected to HU, which is one of the main reasons for decreased bone formation. As osteoblasts are short-lived cells that need constant supplementation from a proliferating pool to maintain their number and new bone formation throughout life, our results provide evidence that the loss of proliferating LepR^+^ cells is the main reason for decreased bone regeneration in disuse-induced osteoporosis.

BM MSCs display extraordinary heterogeneity and diverse functions depending on their ontogeny and local niche. Identifying the changes in specific MSC subsets under different conditions allows us to define functional changes in certain disease situations. We noticed that only the frequency of proliferating LepR^+^ cells was changed in a rodent model of disuse-induced bone loss. We hypothesize that mechanical unloading arrests the proliferation of subsets of LepR^+^ cells and causes cell cycle exit. Proliferating LepR^+^ cells reside in the metaphysis (neck portion of a long bone). Here, preosteoblasts (Runx2^+^) are closer to the surface, whereas Runx2^–^ cells are closer to the arterioles. BM arterioles are reported to be one of the key MSC niches that couple bone formation, while peri-arteriolar LepR^+^ cells are the main source of skeletal stem cells for bone regeneration^62^. Therefore, the speculation that quiescent MSCs are activated at the peri-arteriolar niche to proliferate and enter an osteogenic program while migrating to the bone-forming surface is reasonable. Although many cells undergo apoptosis during this process, some can finally reach the bone surface and become mature bone lining cells to secrete bone matrix for new bone formation.

Consistent with the above hypothesis, arterioles, not sinusoids, constitute the main niche for MSC activation, as many fewer proliferating LepR^+^ cells are located around sinusoids. The peri-arteriolar region represents a “stronger” mechanical environment because the stiffer and thicker arteriolar wall is more effective at transmitting movement-induced mechanical stimuli than the sinusoidal wall^25,63^. In contrast, LepR^+^ cells are maintained in a quiescent state by the “weaker” mechanical environment of the perisinusoidal niche. Although vascular endothelial cells are likely to secrete cytokines to maintain the proliferation of MSCs, our RNA-seq analysis revealed that mechanical stretching stimulates qMSCs to enter the cell cycle by the same mechanism as growth factors. 

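In the RNA-seq libraries, genes of DNA replication and mitosis were lower in those labelled FBS and CMS than in those labelled SSt, in WT and in KO. The paper's EdU counts run the other way, with more labelled cells after CMS (Fig. 3a, b). Immediate early genes, which serum switches on in fibroblasts, and contractile targets of SRF were lower as well. Of 52 genes of DNA replication, 49 were lower in WT FBS and 50 in WT CMS, 49 and 51 over the list alone (camera adjusted p = 1.29e-12 in FBS and 3.5e-14 in CMS). Rrm2, a subunit of ribonucleotide reductase, measured 71.3 ± 2.03 FPKM in SSt and 46.6 ± 1.56 in CMS, log2 fold change -0.64, SE 0.0542, adjusted p = 3.04e-06 (edgeR, n = 3 per group). Of 59 genes of mitosis, 56 were lower in WT FBS and 56 in WT CMS, 56 and 57 over the list alone (camera adjusted p = 1.86e-13 in FBS and 3.5e-14 in CMS, adjusted p = 0.121 and 0.1 with an estimated correlation). Cdk1, the kinase that starts mitosis, measured 48.5 ± 0.535 FPKM in SSt and 20.6 ± 1.15 in CMS, log2 fold change -1.26, SE 0.0477, adjusted p = 8.21e-09. Mki67, a marker of dividing cells, measured 25.2 ± 0.988 FPKM in SSt and 22.4 ± 0.913 in CMS, log2 fold change -0.20, SE 0.0430, adjusted p = 0.00232. In KO 52 of 52 replication genes were lower in FBS and 52 in CMS, the same over the list alone (camera adjusted p = 7.57e-16 in FBS and 7.6e-19 in CMS, adjusted p = 0.358 and 0.307 with an estimated correlation). Mitosis genes were lower for 58 of 59 in KO FBS and 58 in KO CMS, the same over the list alone (camera adjusted p = 1.79e-15 in FBS and 7.6e-19 in CMS, adjusted p = 0.419 and 0.32 with an estimated correlation). In KO CMS Cdk1 measured 90.4 ± 1.93 FPKM in SSt and 5.45 ± 1.33 in CMS, log2 fold change -3.94, SE 0.315, adjusted p = 8.5e-06, a larger drop than in WT (difference 2.68, SE 0.309, adjusted p = 7.55e-06). Mki67 in KO CMS measured 42.1 ± 4.14 FPKM in SSt and 4.15 ± 0.871 in CMS, log2 fold change -3.23, SE 0.392, adjusted p = 0.000108, again a larger drop (difference 3.03, SE 0.400, adjusted p = 2.39e-05). Of 48 immediate early genes, 43 were lower in WT FBS and 43 in WT CMS, the same over the list alone (camera adjusted p = 1.18e-12 in FBS and 1.2e-13 in CMS). SRF targets were lower for 22 of 23 in WT FBS and 23 in WT CMS, the same over the list alone (camera adjusted p = 1.02e-10 in FBS and 1.12e-11 in CMS). Beta-actin, Actb, measured 2842 ± 80.3 FPKM in SSt and 1468 ± 15.8 in CMS, log2 fold change -0.98, SE 0.0220, adjusted p = 2.83e-10, and the contractile regulator Myl9 fell further (-1.96, adjusted p = 4.22e-06). All values follow the deposited labels, which were not changed.

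**Figure D3:**
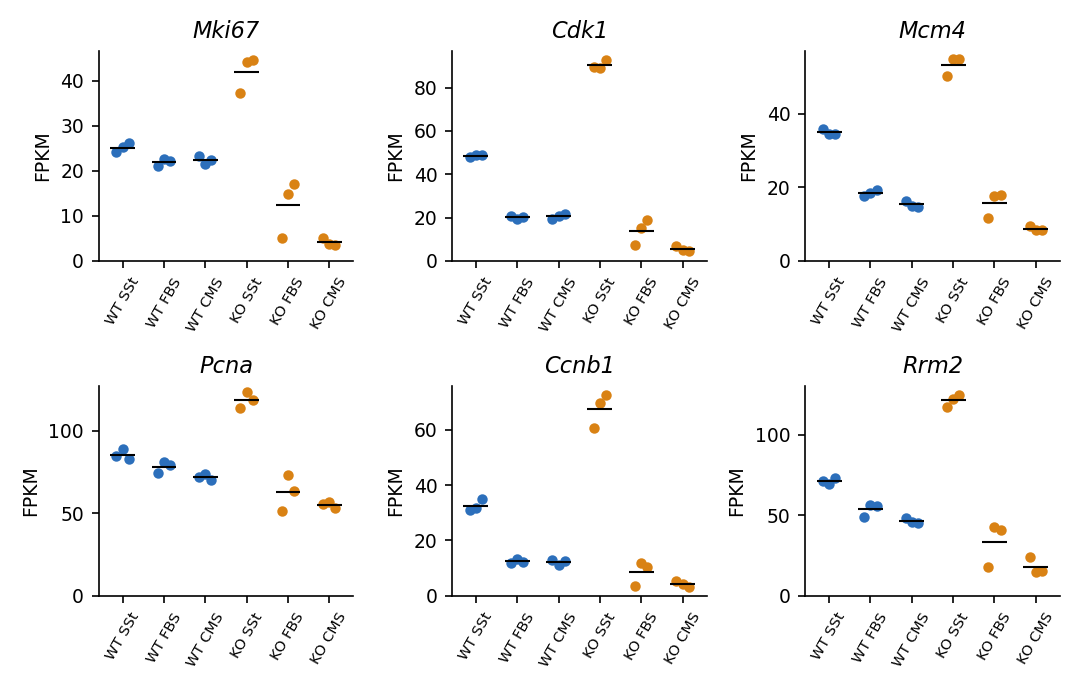
FPKM of 6 cell cycle genes in each of the 18 libraries (points) with group means (lines). In WT, Cdk1 was at 48.5 in SSt and 20.6 in CMS, and in KO at 90.4 and 5.45.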

The next challenge is to measure the mechanical strength transmitted via BM arterioles and sinusoids under both physiological and pathological conditions. We cannot conclude that the activation of qMSCs at the peri-arteriolar niche is completely induced by mechanical stretching. Growth factors secreted from local niche cells might also have certain contributions. However, our results indicate that the peri-arteriolar niche is a mechanosensitive MSC niches that affect new bone formation in addition to the previously reported endosteal niche. A picture of the BM microenvironment under HU conditions emerges. Without mechanical unloading, arterioles become thinner and less effective at transmitting mechanical signals and activating local qMSCs. These events lead to a decreased frequency of LepR^+^ cells and ultimately the inhibition of bone regeneration. Activating LepR^+^ cells in pathological BM could be a new strategy to compensate for mechanical unloading-induced bone loss, and targeting the PI3K-Akt pathway could also augment this strategy.

The PI3K-Akt signaling pathway has been reported to be one of the key regulators of the activation of multiple adult stem cells, including HSCs, NSCs, and satellite cells. Given that PI3K-Akt are the main targets of miR-337, we hypothesize that the function of this miRNA is to maintain stem cells in a quiescent state. The expression level of miR-337 in LepR^+^ cells was much higher than that in control cells, which was consistent with their quiescent state in unloaded BM. Moreover, LepR^+^ cells derived from miR-337^–^^/–^ rats maintained their proliferation and osteogenic differentiation in unloaded BM, indicating that miR-337 is the main target for regulating the activity of LepR^+^ cells. Our RNA-seq data also revealed additional microRNAs with expression patterns similar to those of miR-337 in mechanically stimulated cellular models. To our knowledge, these miRNAs have not been previously associated with mechanical stress responses in the literature and thus represent novel and uncharacterized components in mechanical stress transduction pathways; thus, future studies are needed to explore their roles and mechanisms further.

Piezo1 has been reported to function as a hydrostatic pressure receptor in MSCs, promoting the osteogenic differentiation of MSCs and inhibiting adipocyte differentiation^55^. The Hippo-YAP signaling pathway is one of its classic downstream signaling pathways^42^. Here, we speculate that Piezo1, which senses extracellular mechanical signals, may regulate the proliferation of MSCs by targeting the PI3K-Akt signaling pathway by the downregulation of miR-337 through the Hippo-YAP signaling pathway. Dual-luciferase reporter assays and functional studies demonstrated that YAP/TEAD bind to the promoter region of miR-337 and suppress its expression. After treatment with 10% CMS or Yoda1, miR-337 expression decreased, the PI3K-Akt signaling pathway was activated, and the proliferative ability of MSCs was significantly improved. This phenomenon disappeared after the use of siRNAs to knock down Piezo1 or mimics to overexpress miR-337, indicating that MSCs sense extracellular mechanical signals through Piezo1 and regulate the proliferation of MSCs by targeting the PI3K-Akt signaling pathway through the suppression of miR-337 expression (Fig. 8).

**Fig. 8:**
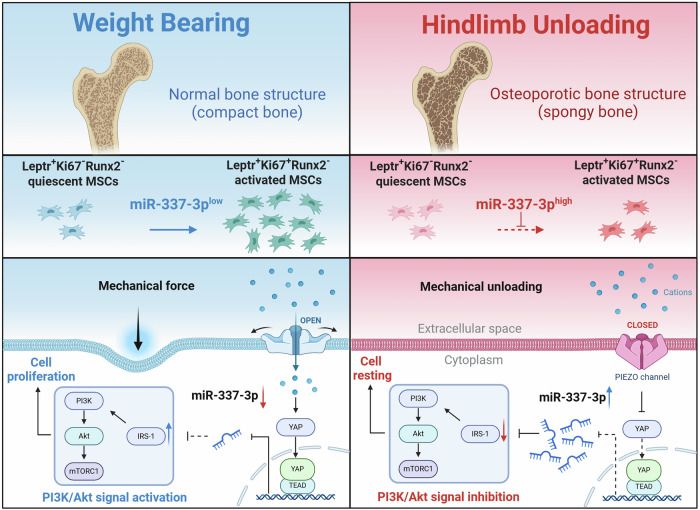
Schematic diagram illustrating the regulation of mesenchymal stem cell proliferation by mechanical stress via miR-337 expression. HU results in the loss of mechanical stress around quiescent LepR^+^ mesenchymal stem cells, leading to the closure of the Piezo1 channel. Through the YAP-TEAD pathway, this closure increases the expression of miR-337, which inhibits the PI3K-Akt-mTOR signaling pathway. Consequently, the number of activated LepR^+^ MSCs in adult BM decreases, contributing to bone loss.

Our study revealed that HU-induced MSC depletion is driven primarily by suppressed proliferation caused by high miR-337 expression. However, these LepR^+^ cells may gradually undergo apoptosis after exiting the cell cycle. We cannot rule out the possibility that mechanical unloading stimulates more severe apoptosis in LepR^+^ cells. Recent evidence has suggested that apoptosis-senescence dynamics may also synergistically exacerbate MSC loss under mechanical unloading^64^. The HU-induced downregulation of Piezo1 could also reduce the production of apoptotic vesicles, impairing senescent cell clearance and promoting MSC dysfunction. Senescent MSCs not only lose their regenerative capacity but also secrete proinflammatory factors that further suppress neighboring MSC activity. Our data showed that miR-337 overexpression or knock down did not alter MSC apoptosis or senescence markers expression (Supplementary Fig. S7a–h). Its proliferation-specific effects likely operate in parallel with pathways mediating apoptosis resistance or senescence accumulation, collectively compromising MSC pools. Our work advances the understanding of HU-related MSC depletion by identifying a miR-337-regulated proliferative pathway, while underscoring the need to evaluate the crosstalk between proliferation, apoptosis, and senescence in future therapeutic strategies targeting mechanical unloading pathologies.

In addition to its roles in stress transduction and proliferation modulation, miR-337 has the potential to regulate MSC osteogenic differentiation, as evidenced by the reduced ALP staining intensity upon miR-337 overexpression and enhanced mineralization following its knockdown. Our previous study demonstrated that miR-337 mediated osteogenic and chondrogenic differentiation in tendon-derived stem cells by the IRS-1/ERK/Runx2 and NOX4/JNK/Sox9 pathways, respectively^36^. Regarding adipogenic differentiation, qPCR analyses revealed no significant changes in adipogenesis marker expression upon either miR-337 knockdown or overexpression (Supplementary Fig. S7i–k), indicating that miR-337 is a selective regulator of the osteochondral differentiation of MSCs. Osteoclastogenic markers also remained unaffected by miR-337 manipulation (Supplementary Fig. S7l–p), despite the enhanced bone resorption observed in miR-337 knockout rats subjected to HU. This apparent discrepancy may arise from compensatory coupling between augmented osteogenesis and physiological remodeling processes, as bone formation and resorption frequently coordinate during skeletal adaptation. Parallel investigations by our team specifically explored the contributions of osteoclast precursors to unloading-induced bone loss (data not shown).

Additionally, the non-significant impact of miR-337 KO on bone loss induced by OVX may reflect the distinct mechanistic pathways through which miR-337 and estrogen deficiency regulate bone homeostasis. OVX primarily drives bone loss via estrogen withdrawal, which disrupts the balance between bone resorption and formation. This process is predominantly mediated by upregulated pro-osteoclastic cytokines, including RANKL and TNF-α, and impaired osteoblast activity due to estrogen receptor signaling deficits^65,66^. Our data suggest that miR-337 may not intersect with the estrogen-depletion axis critical to OVX pathology.

As MSCs are the main niche cells that maintain the frequency and functions of HSCs, inadequate MSCs in unloaded BM might also affect lymphopoiesis and myogenesis, leading to decreased immunity and increased systemic inflammation^25,67,68^. Therefore, supplementation with exogenous miR-337^–^^/–^ MSCs, which can resist the pathological BM microenvironment, might be an effective way to alleviate the bone loss and systemic immune dysregulation induced by mechanical unloading. Given that miR-337 is regulated similarly in human BM-derived MSCs and rat MSCs, we speculate that our findings might be translatable to humans. Together, these findings have implications for both long-term spaceflight-induced bone loss and disuse-induced bone loss observed in bedridden patients.

Several limitations of this study should be acknowledged. First, the use of the HU model to study prolonged mechanical unloading was inherently limited to 30 days due to severe complications, including heightened aggression, self-mutilation, and tail necrosis caused by abrasion-induced ischemia, which not only raises ethical concerns regarding animal welfare but also compromises data reliability beyond this timeframe. Consequently, the long-term effects of miR-337 KO or miR-337-modulated stem cell therapy on disuse-induced bone loss remain unexplored. Second, a biomechanical discrepancy exists between the current experimental models and actual microgravity conditions. Future studies may require validation through real-space experiments. Additionally, the therapeutic potential of miR-337 KO stem cells remains limited in clinical translation because of challenges in scalability and safety. While no tumorigenic effects were observed in our current animal experiments, future preclinical evaluations must rigorously assess the safety risks associated with sustained PI3K-Akt pathway activation, given its oncogenic potential. Further development of clinically translatable, targeted strategies to mitigate these risks remains critical to enhance clinical relevance.

## Materials and methods

### Animals and HU model

Two-month-old male Sprague-Dawley rats were purchased from Shanghai SLAC Laboratory Animal Co., Ltd (Shanghai, China) and were caged under standard conditions. miR-337 KO rats were generated by Cyagen Corporation, China. miR-337 KO animals were genotyped by PCR with the following primer sequence, forward, 5’-GGTCCCAGTGTAGTGAGAAGTT-3’, and reverse, 5-CGTCCCTAAGCAGTCCAAG-3’.

For HU, a strip of medical adhesion tape was applied along with the proximal one-third of the tail and attached to a metal bar on the tip of the cage. The suspension height was adjusted to prevent the hindlimbs from touching any supporting surface while the forelimbs were able to contact the grid floor for free movement. All the experimental procedures were approved by the Committees of Animal Ethics and Experimental Safety of Shanghai Jiaotong University.

### Micro-CT analysis and bone histomorphometry

The femurs and tibiae were collected, and the attached soft tissue was removed before fixation with 4% paraformaldehyde. The fixed femurs were scanned using a SkyScan1076 (Bruker micro-CT, Kontich, Belgium). A voxel size of 12 µm was chosen in all three spatial dimensions. For each sample, 148 of the 232 slices were evaluated covering a total of 1.776 mm at a voltage of 70k Vp, an intensity 114 µA, and an integration time of 1200 ms. Three-dimensional models of the trabecular bone of the femur were reconstructed using SkyScan CT Analyzer version 1.17 to evaluate the alterations in bone and the structural parameters.

For the bone remodeling analysis, trabecular sections were subjected to tartrate-resistant acid phosphatase (TRAP) staining and ALP staining with commercial kits (Beyotime Biotechnology, Shanghai, China) according to the manufacturer’s instructions.

### mIHC analysis

Tibia sections were used for the TSA Opal mIHC analysis according to the manufacturer’s instructions (Opal PerkinElmer). Briefly, tibia sections were deparaffinized and heat-induced epitope retrieval (HIER) was performed for 20 min at 95 °C in pH 6.0 citrate buffer after blocking endogenous peroxidase in tissues with 0.3% H_2_O_2_/methanol for 10 min. The sections were washed with PBS 3 times and blocked with blocking buffer for 10 min, before an incubation with a primary antibody for 1 h. Next, the tissue sections were washed 2 times with Tris-buffered saline-0.05% Tween 20 (TBST) and incubated with horseradish peroxidase (HRP)-conjugated anti-mouse or anti-rabbit secondary antibody for 10 min. After washing, the tibia sections were incubated with an Opal fluorophore for 10 min. Bound primary and secondary antibodies were then eluted with HIER treatment. After washing with PBS, the process of staining and antibody removal was repeated using different Opal fluorophores until all the markers were stained. Finally, the tissue sections were stained with 4′,6-diamidino-2-phenylindole (DAPI) for 5 min and mounted in ProLong Diamond Antifade Mountant (Thermo Fisher Scientific) Dako medium. A Vectro Polaris automated quantitative pathology imaging system (Akoya Biosciences) was used for multispectral imaging at 20× magnification. Whole slide images were analyzed with InForm image analysis software (Akoya Bioscience).

### Isolation of MSCs and CMS application

MSC isolation and in vitro culture were performed as previously reported. Briefly, the BM cells were flushed out from the femurs and tibiae with growth medium (α-MEM supplemented with 10% FBS) into 10 cm dishes. The cells were allowed to adhere and grow for 3 days before the GM was replaced, after which they continued to grow until they reached confluence. The cells were not used beyond P5. For CMS application, MSCs were seeded on six-well BioFlex culture plates coated with collagen type I (Flexcell International Corporation, Hillsborough, NC, USA). CMS with a 0.5 Hz sinusoidal curve at the indicated elongation was applied (80,000 με, Sin, 0.5 Hz, CMS) using an FX5000T Flexcell Tension Plus unit (Flexcell International Corporation). The cells were incubated in a humidified atmosphere at 37 °C with 5% CO_2_ while they were stretched. The cells were harvested immediately after the completion of CMS stimulation.

### RNA sequencing

For the experiment shown in Fig. 2, MSCs were seeded on six-well BioFlex culture plates and cultured in GM for 12 h to allow them to adhere to the plates. Afterward, the cells were serum-starved for 8 h before CMS stimulation or serum supplementation for another 16 h. Total RNA was collected using the TRIzol extraction method, and sample quality was assessed using a Nanodrop 2000 spectrophotometer (Thermo Scientific). RNA sequencing was performed by LC-Bio Technology Co., Ltd., Hangzhou, China.

### Flow cytometry

For the flow cytometry analysis, BM cells were flushed from tibiae and femurs with PBS/2% FBS and collected by centrifugation at 300x *g* for 10 min. After red blood cells were lysed with ACK buffer, an equal number of BM cells were subjected to immunostaining with the primary antibodies listed in Table S1 at 4 °C for 30 min, and then washed with FACS buffer. After being resuspended in 100 μL of FACS buffer, the cells were subjected to a FACS analysis with a Guaca easyCyte 12Base System (Millipore). The data were analyzed with FlowJo V10 software.

### In vivo transplantation

For the experiment shown in Fig. 6, MSCs were isolated from 2-month-old male miR-337-KO rats and WT littermates. Both WT- and KO-MSCs at P2 were stably transfected with lentiviruses expressing GFP. The GFP-MSCs were collected at P3 by trypsin digestion and resuspended in PBS at a density of 10^6^ cells per ml. One hundred microliters of cells were intravenously injected into 2-month-old male WT rats by the tail vein. Recipient rats were subjected to HU immediately after transplantation. At 5 days post-unloading, EdU was intraperitoneally injected, and rats were then suspended for another 2 days before being sacrificed on day 7. Total BM cells were prepared for the FACS analysis. In some cases, the recipient rats were suspended for 28 days for the bone histomorphological analysis.

### Ocn and CTX concentration

The sera of animal models were prepared from the blood of each animal by centrifugation at 2000x *g* for 10 min. A rat-specific Ocn ELISA kit (Biomedical Technologies, Inc.) and a rat-specific CTX I ELISA kit (Immunodiagnostic Systems Ltd.) were used.

### Quantitative RT-PCR

For the analysis of miRNA expression in MSCs, the BM cells from both WB- and HU-rats were prepared and stained with an anti-LepR antibody (Novus) for 30 min at 4 °C. After washing, cells were stained with PE-conjugated anti-rabbit secondary antibody for 15 min. After washing, the cells were incubated with anti-PE beads for 15 min at 4 °C and subjected to magnetic cell sorting as described above. The sorted LepR^+^ cells were collected and directly resuspended in TRIzol reagent, followed by RNA extraction. First-strand cDNA was synthesized from 1 μg of total RNA by incubation for 1 h at 42 °C with Superscript III reverse transcriptase (Invitrogen, Mulgrave, Australia) and specific miRNA RT primers. Quantitative RT-PCR was performed with a LightCycler480 system (Roche, Mannheim, Germany) using SYBR Premix Ex Taq^TM^ (Takara, Dalian, China) according to the manufacturer’s instructions. All amplifications were normalized to U6. The data were analyzed using the comparison Ct (2^–ΔΔCt^) method and reported as the fold changes compared with the respective control. Each sample was analyzed in triplicate. The primer sequences used in this study were purchased from RiboBio Co., Ltd (Guangzhou, China).

### Western blot

The cells were lysed with RIPA buffer supplemented with 1 mM phenylmethylsulfonyl fluoride, and protease inhibitor cocktail (10 mg/mL leupeptin, 10 mg/mL pepstatin A, and 10 mg/mL aprotinin) on ice for 30 min, followed by centrifugation at 15,000x *g* at 4 °C for 10 min. The total soluble protein in the supernatant was collected, and 20 μg of protein was resolved on 10% SDS-PAGE gels. Protein bands were transferred to polyvinylidene difluoride (PVDF) membranes (Whatman, Piscataway, NJ, USA). The membranes were blocked with 5% BSA and incubated with specific antibodies overnight at 4° C. After an incubation with a horseradish peroxidase-labeled secondary antibody for 1 h at RT, the immunoreactive bands were visualized using an enhanced chemiluminescence detection system (Millipore, Billerica, MA, USA) The immunoreactive bands were quantitatively analyzed in triplicate using ImageJ software, and the relative protein levels were calculated by normalizing the band intensities to those of GAPDH.

### CFU assay

A total of 1000 cultured MSCs or 10^6^ freshly extracted BM cells were seeded on a six-well plate and cultured between 6- and 14- days after plating. The cells were stained with crystal violet, and colonies larger than 50 cells were counted.

### EdU incorporation

For the in vitro proliferation assay, a commercial kit (RiboBio) was used according to the manufacturer’s protocols. Briefly, the EdU solution was diluted 1:1000 with culture medium and incubated with the MSCs for 2 h. Blank controls were treated with the same amount of DMSO. After the incubation, the cells were digested with trypsin and collected by centrifugation at 300x *g* for 10 min, followed by fixation with 4% PFA. After washing with PBS, the cells were permeabilized with 0.3% Triton X-100 for 10 min. The cells were washed twice with 3% BSA in PBS and then incubated with a freshly prepared Click-iT cocktail (Click-iT reaction buffer, CuSO4, Alexa Fluor 597 azide, and reaction buffer additive) for 30 min at RT. After washing, the cells were resuspended in PBS and subjected to FACS analysis.

For in vivo assays, 50 mg/kg EdU in DMSO was intraperitoneally injected 48 h prior to sacrifice. The BM cells were collected, and a click reaction was performed, as described above. In some cases, BM cells were stained with surface markers before the fixation step.

### Osteoblastic differentiation

MSCs at P3 were seeded onto a 12-well plate and cultured until reached 90% confluence. Afterward, the growth medium was replaced with osteogenic medium composed of 100 nM dexamethasone, 50 μM ascorbic acid, and 10 mM β-glycerophosphate. The cells were subjected to alkaline phosphatase staining 7 days after incubation, and Alizarin Red S staining 21 days after incubation, with the appropriate commercial kits (Beyotime Institute of Biotechnology, Shanghai, China).

### Dual luciferase reporter activity assay

The luciferase gene was cloned downstream of the wild-type or mutant promoter region of miR-337, and co-transfected into 293 T cells with the control vector and pcDNA3.1-TEAD. After 48 h, firefly luciferase activity was detected using the Dual-Luciferase® Reporter Assay System (Promega) and normalized to Renilla luciferase activity as the internal reference. The dual-luciferase assay was performed according to standard protocols (Promega, Madison, USA).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 8. The results are presented for individual rats and/or replicates as the means ± SEMs. The experimental rats are shown as individual dots. When more than 2 groups were compared, ANOVA was performed with multiple comparisons, reported in the figure legend. When only 2 groups were compared, an unpaired Student’s *t*-test was used, unless stated otherwise. Statistical significance is reported as the *P* value in the figure legend.

## Supplementary information

supplementary files

Supplementary tableS1

## Data Availability

Source data files are available from the corresponding author upon request. The RNA sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) (accession number GSE 189845).

# Supplementary material for: Targeting miR-337 mitigates disuse-induced bone loss
**Source:** Cell Discov. 2025 Aug 26;11:71. doi: 10.1038/s41421-025-00822-z
**Supplement:** Supplementary file 1 — supplementary files

**a**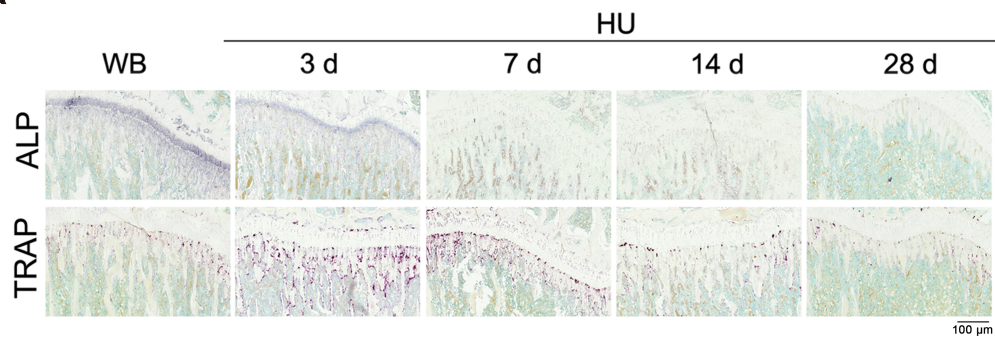**b**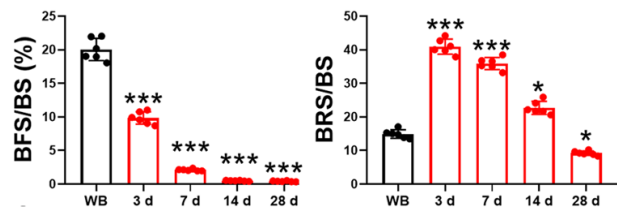**c**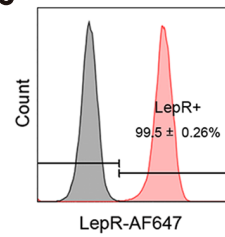**d**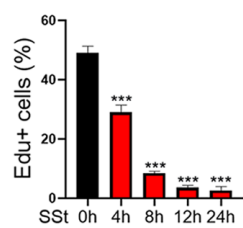**e**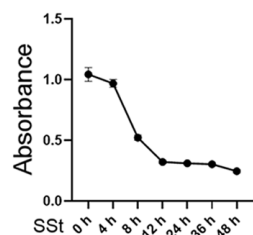**f**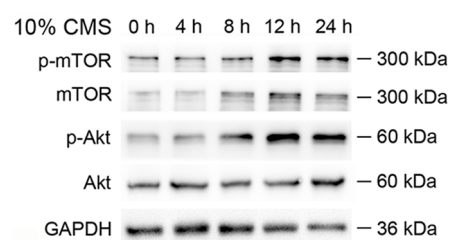

**Supplementary Fig. S1** (a) Tibia sections from WB- and HU-treated rats were used for ALP (bone formation) and TRAP (bone resorption) staining. Scale bars, 100  $\mu$ m. (b) Quantification of ALP and TRAP staining. The data are presented as percentages of the positively stained area relative to the total bone area. (c) Flow cytometry analysis of the positivity of LepR in in vitro cultured MSCs (P4). (d) Flow cytometry analysis of the percentage of EdU<sup>+</sup> MSCs after serum-starvation for the indicated durations. (e) CCK-8 assay showing the metabolite activities of MSCs after serum-starvation for the indicated durations. (f) Representative Western blot images showing the activation of the PI3K/Akt/mTOR pathway. The statistical significance of the results from the experiments shown in i-n was assessed by a two-tailed Student's t-test. \* $P$ <0.05, \*\* $P$ <0.01, and \*\*\* $P$ <0.001. The data are presented as means  $\pm$  SDs of 3 independent experiments. The miR-337 expression levels were normalized to those of U6.

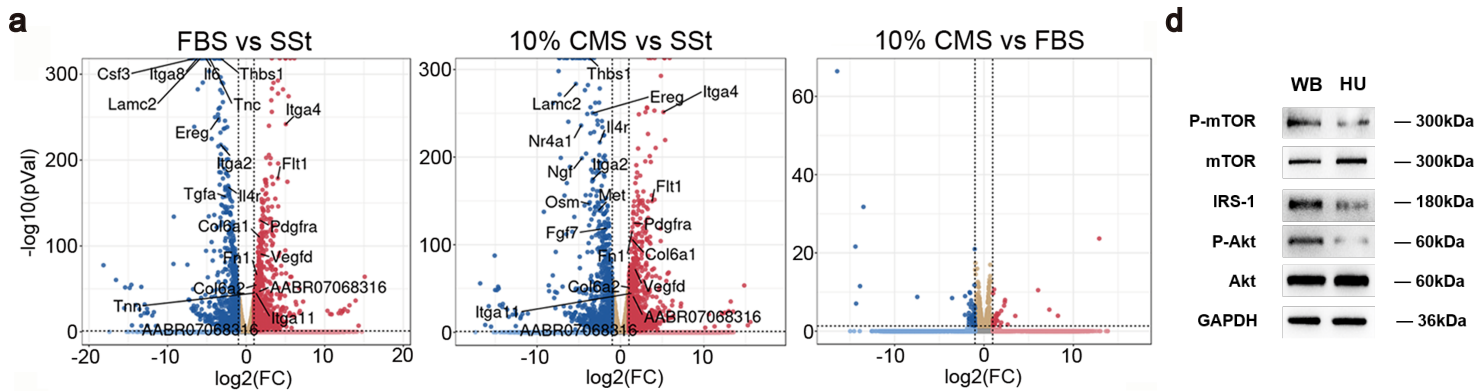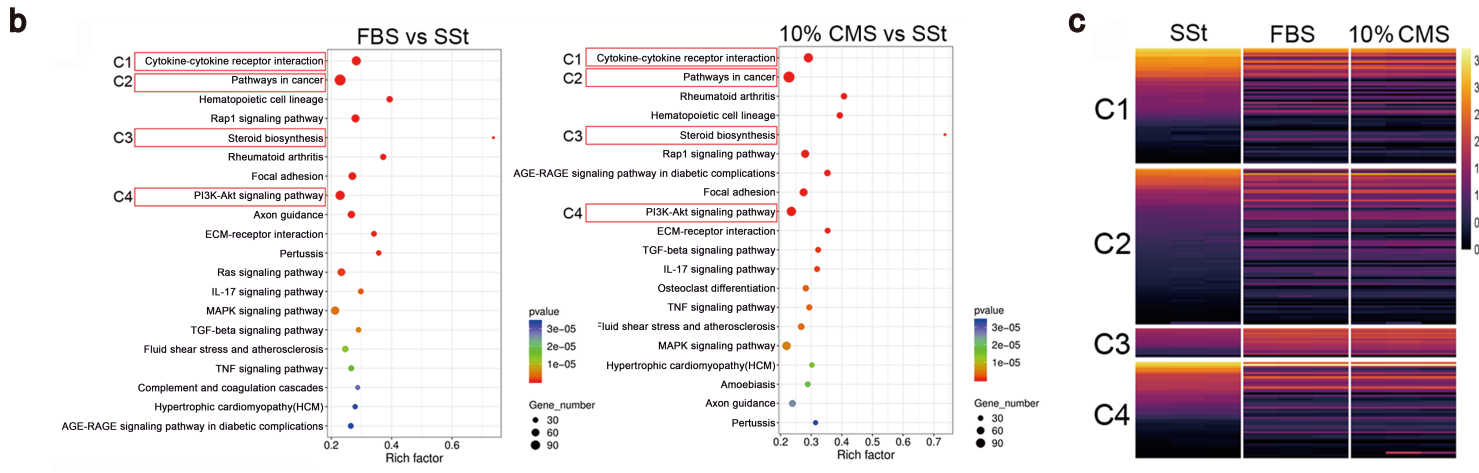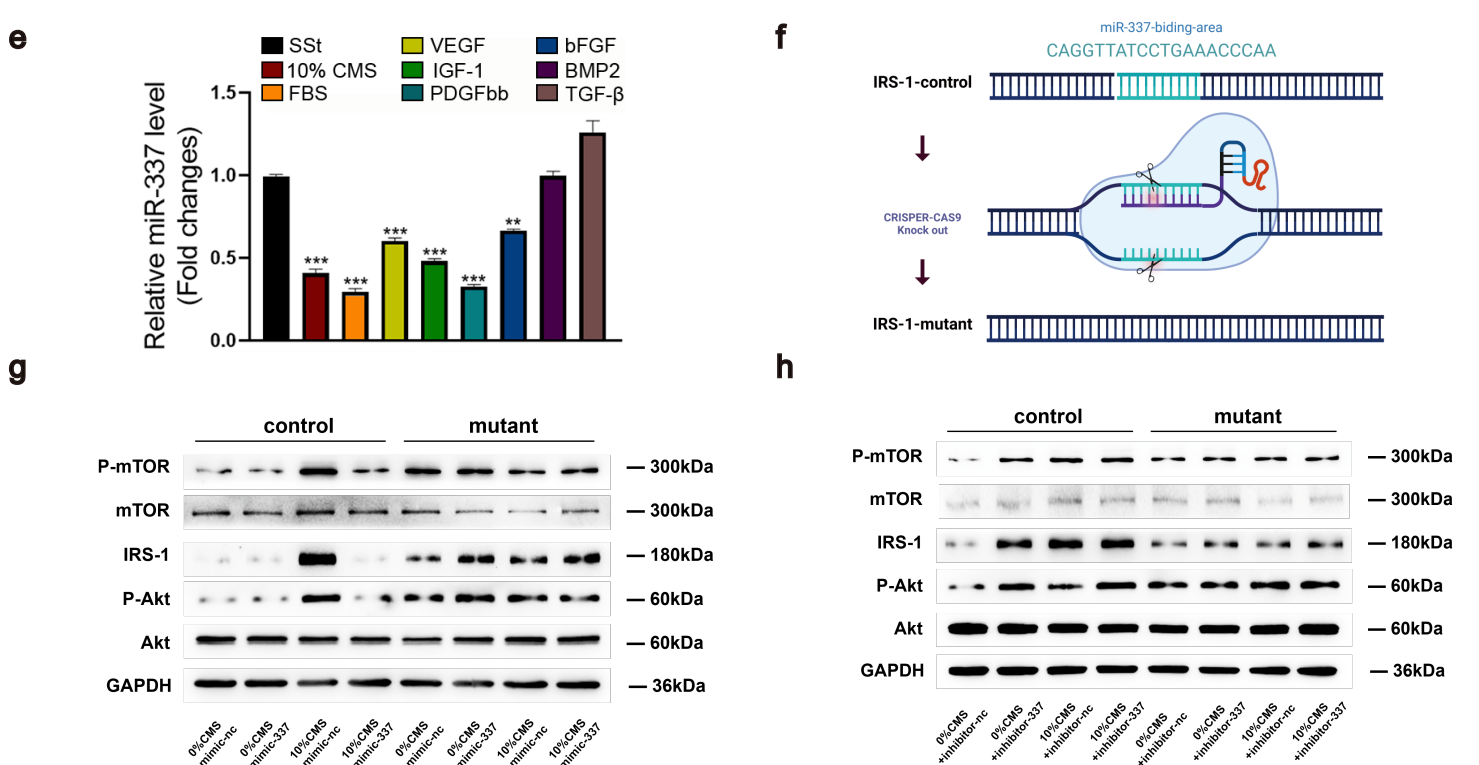

**Supplementary Fig. S2** (a) Volcano plot of differentially expressed genes (DEGs) identified by RNA-seq. The top 20 DEGs in the PI3K-Akt pathway are indicated. (b) The top 20 pathways enriched in cells treated with FBS or 10% CMS. (c) Heatmap of genes enriched in selected pathways. (d) Representative Western blot images showing the inactivation of the PI3K/Akt/mTOR pathway in de novo isolated LepR<sup>+</sup> cells from rats suspended for 14 days and WB controls. (e) Quantitative RT-PCR was used to measure the expression of miR-337 in MSCs treated as indicated for 24 h after they were serum-starved for 8 h. (f) Schematic diagram of knockout of the miR-337 binding site in the IRS-1 gene using CRISPR-CAS9. (g-h) Representative Western blot images showing the activation of the PI3K-Akt-mTOR pathway. Con-rMSCs or mut-rMSCs were transfected with the indicated oligos, followed by treatment with 0% CMS or 10% CMS for 24 h after 8 h of serum starvation. (i) Quantitative RT-PCR was used to assess the overexpression and knockdown efficiency of miR-337 in human MSCs. (j) Genomic PCR and agarose gel electrophoresis results of wild-type (WT) and miR-337 knockout (KO) rats using primers flanking the targeted genomic region of miR-337. Statistical significance was assessed by Student's t-test of 3 independent experiments. \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ . The data are presented as means  $\pm$  SDs. The miR-337 expression levels were normalized to those of U6.

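The PI3K-Akt genes labelled in Supplementary Fig. S2a include matrix proteins and integrins, ligands of the EGF receptor and cytokines with their receptors. The legend speaks of 20 genes, and 19 labels were read by eye for FBS and 18 for CMS. The 19 read for FBS were called by edgeR, 9 higher and 10 lower, and so were the 18 read for CMS, 8 higher and 10 lower. Each changed in the direction drawn. Epiregulin, Ereg, a ligand of the EGF receptor, fell in FBS (-3.54, adjusted p = 1.24e-09, n = 3 per group), as did Tgfa, another ligand (-2.66, adjusted p = 3.27e-11). Il4r, a cytokine receptor, measured 69.3 ± 1.33 FPKM in SSt and 14.9 ± 0.142 in FBS, log2 fold change -2.25, SE 0.0385, adjusted p = 6.41e-11, and the collagen-binding integrin subunit Itga2 fell too (-3.26, adjusted p = 6.97e-10). Another collagen-binding subunit, Itga11, measured 11.7 ± 0.959 FPKM in SSt and 28.4 ± 1.06 in FBS, log2 fold change 1.25, SE 0.0564, adjusted p = 2.95e-08. The collagen VI chain Col6a2 measured 97.3 ± 6.26 FPKM in SSt and 233 ± 7.37 in FBS, log2 fold change 1.23, SE 0.0471, adjusted p = 9.13e-09. These genes were picked by the study from the same libraries, so their directions are not independent evidence. Of the 20 pathways shown in Supplementary Fig. S2b for FBS, 18 passed the exact test used here, and of the 20 shown for CMS, 16 passed. Among the first 20 here were 13 of the pathways shown for each, and without the fold limit at most 1 of the 20 shown passed for each.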

**a**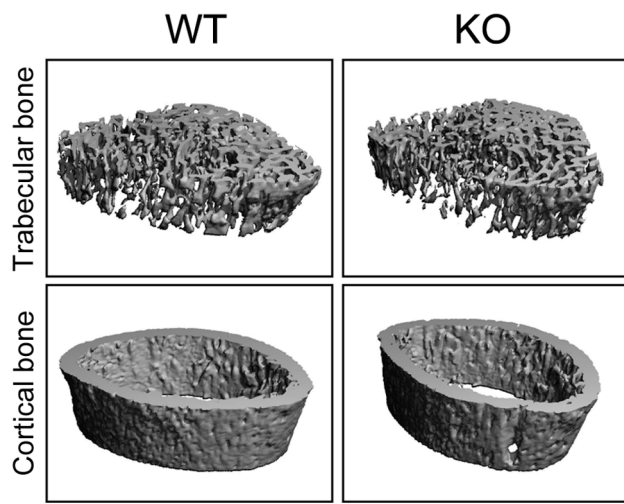**b**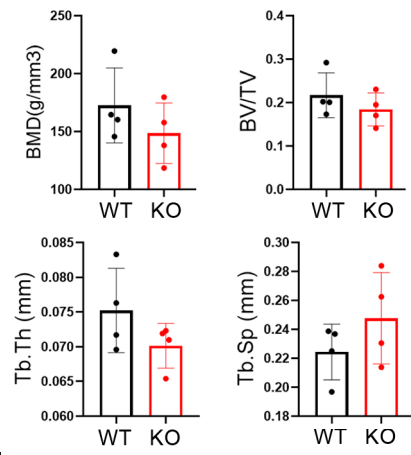**d**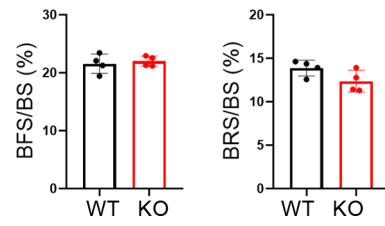**e**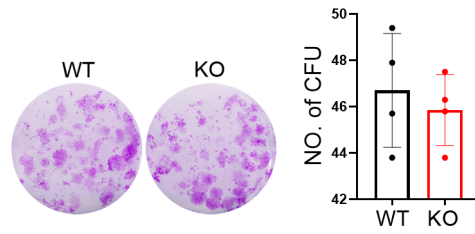**c**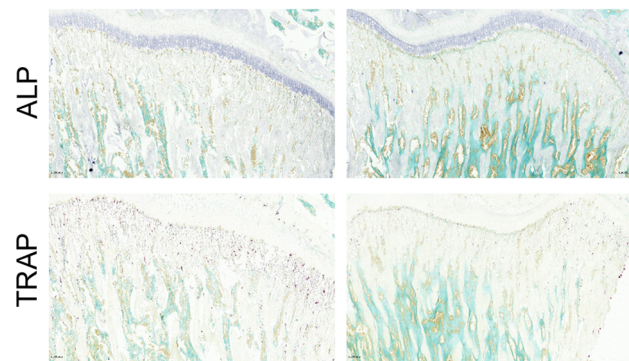

**Supplementary Fig. S3** (a) Representative micro-CT images showing the microarchitecture of trabecular and cortical bones of femurs from 2-month-old male miR-337-KO rats and their littermates. (b) Quantification of three-dimensional parameters analyzed by micro-CT scanning. n=4 per group. (c) Representative images of ALP and TRAP staining of tibia sections prepared from male 2-month-old miR-337-KO rats and their littermates. (d) Quantification of ALP (bone formation surface/bone surface: BFS/BS) and TRAP (bone resorption surface/bone surface: BRS/BS) staining. The data are presented as percentages of positively stained area relative to the total bone area. n=4 per group. (e) Representative images of CFU-F (left panel) and quantification of the numbers of colonies larger than 40 cells (right panel). Statistical significance was assessed by Student's t-test of the results from 3 independent experiments. The data are presented as means  $\pm$  SDs. n=4.

**a**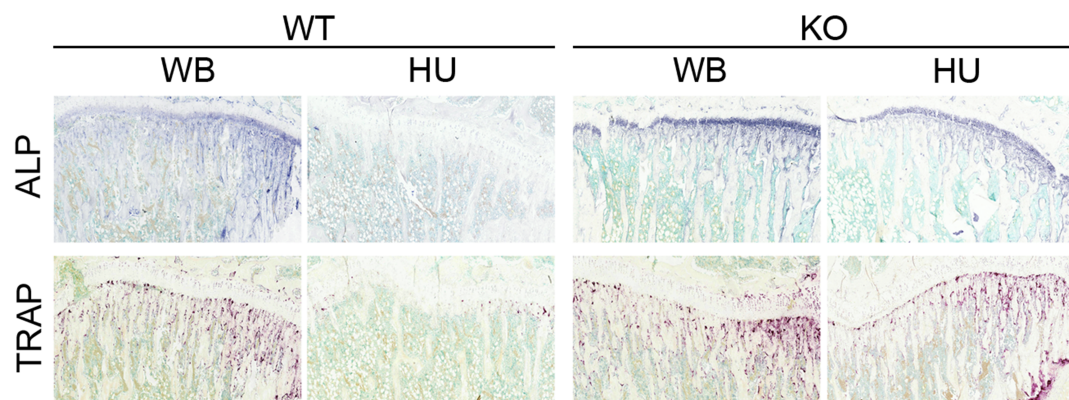**c**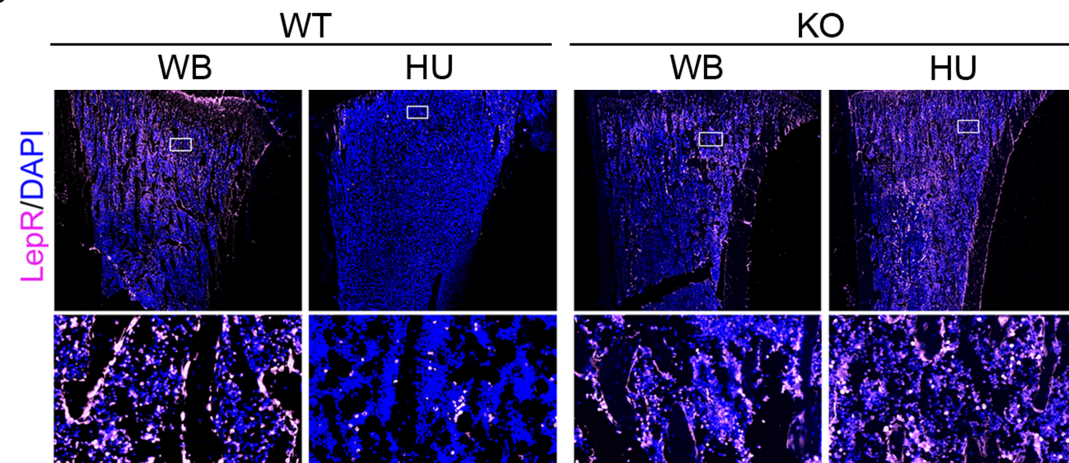**b**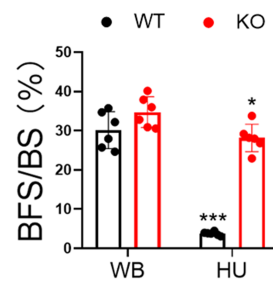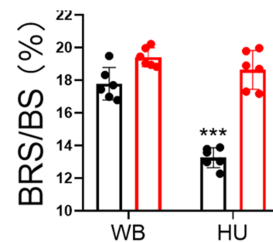**d**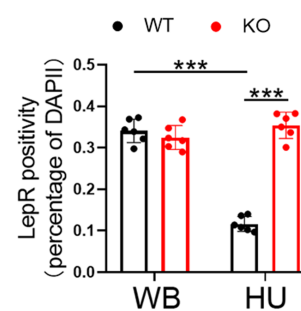

**Supplementary Fig. S4** (a) Representative images of tibia sections from WB- and HU-rats stained with ALP and TRAP. (b) Quantification of ALP and TRAP staining. The data are presented as percentages of the positively stained area relative to the total bone area. n=6. (c) Representative images of tibia sections from WB- and HU-rats stained with LepR. (d) Quantification of LepR<sup>+</sup> cells in tibia sections from rats subjected to unloading for 7 days. n=6. The data are presented as percentages of positively stained cells to total cells (DAPI-stained nuclei) \**P*<0.05, \*\**P*<0.01, and \*\*\**P*<0.001. Statistical significance was assessed by Student's t-test of the results from 3 independent experiments. The data are presented as means ± SDs.

**a**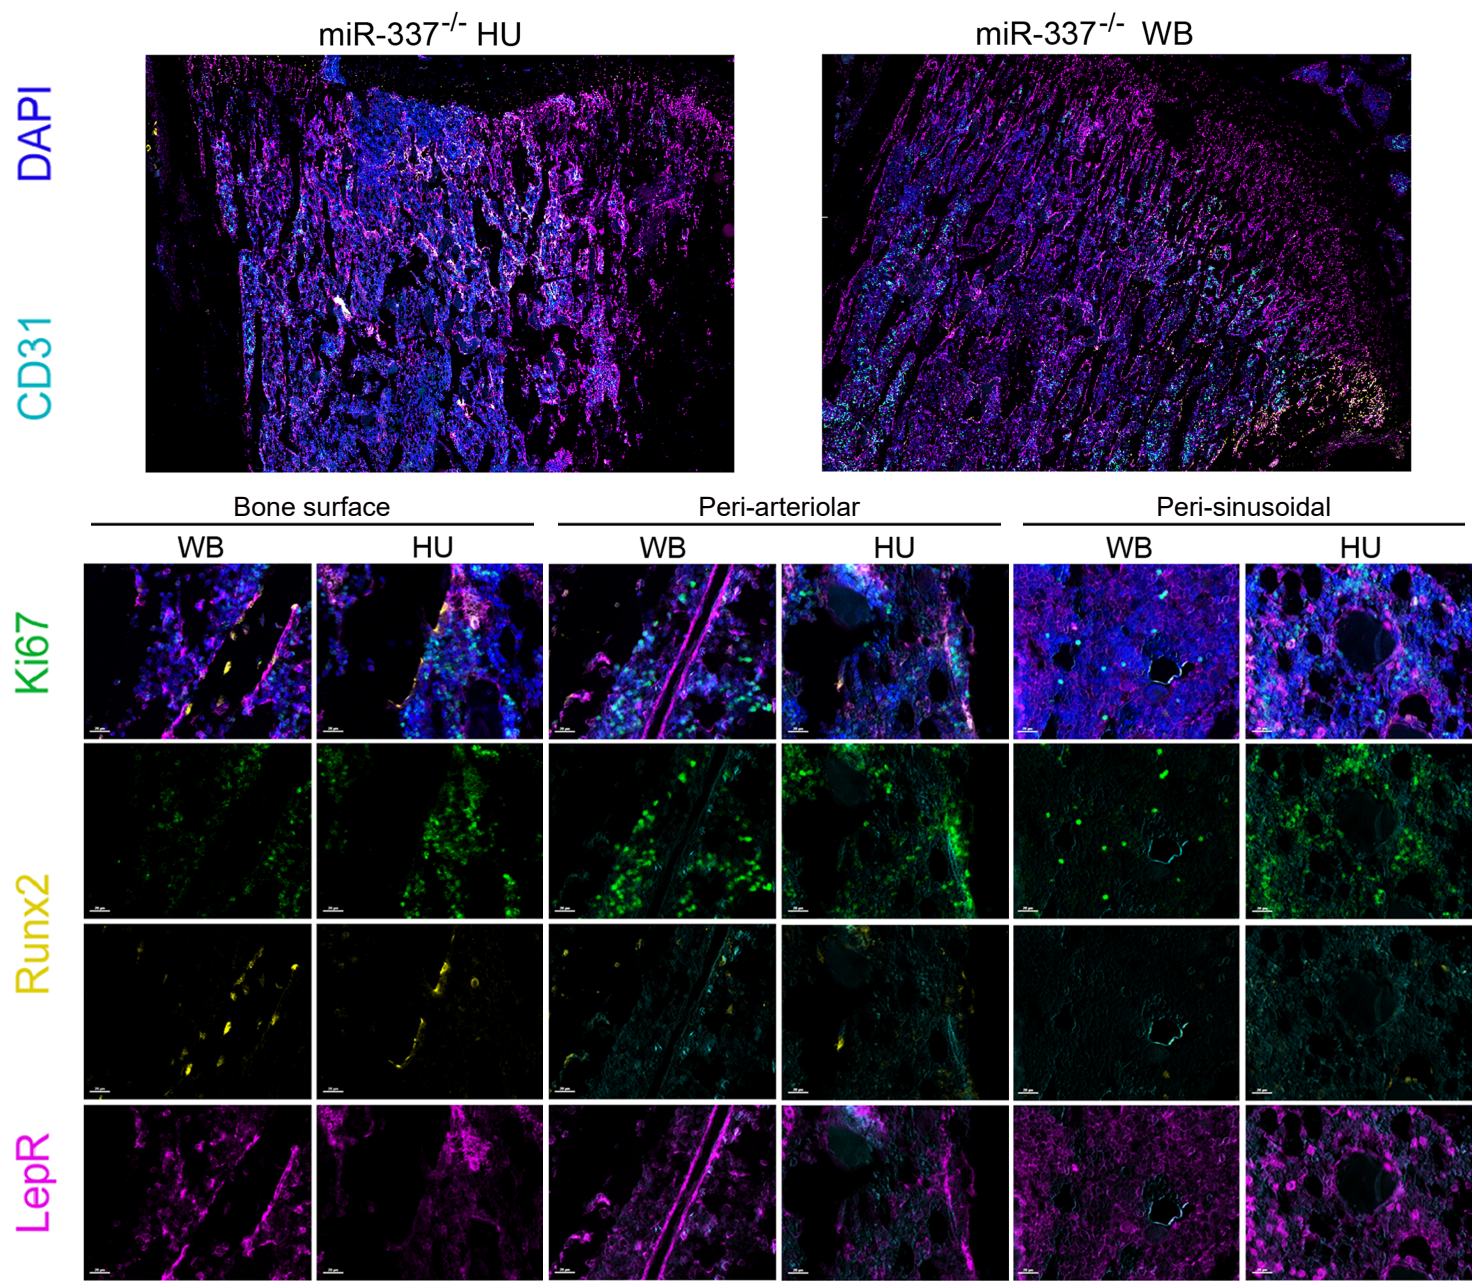**b**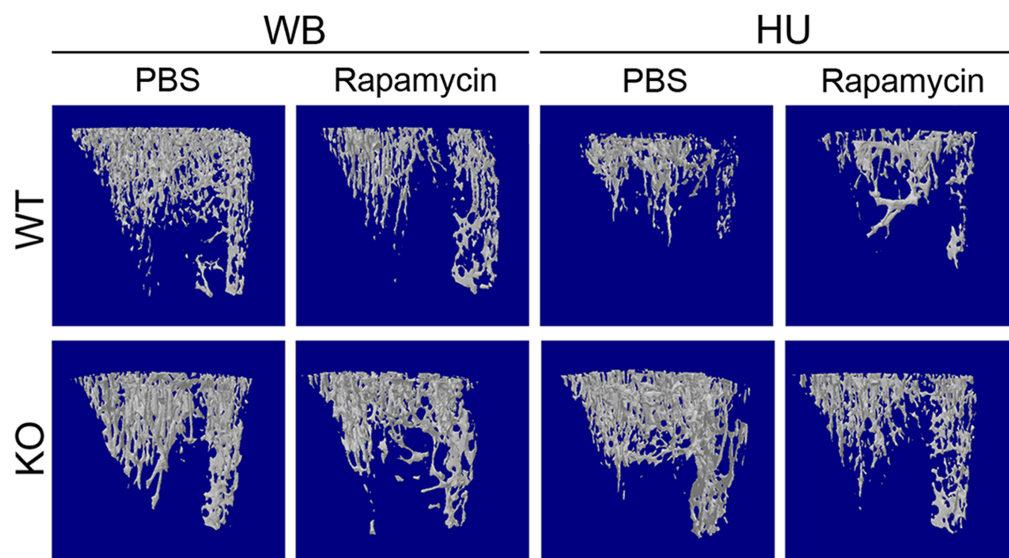**c**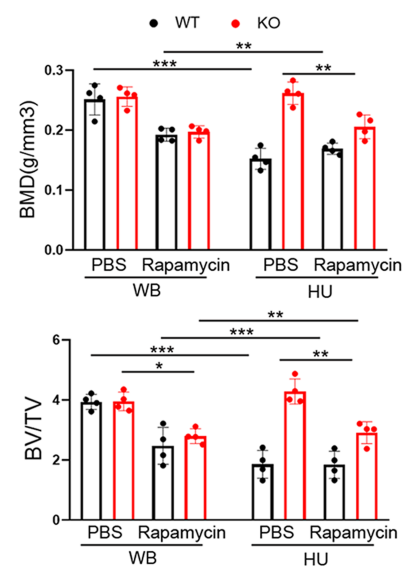

**Supplementary Fig. S5** (a) Representative images of mIHC staining of tibia sections from miR-337 KO rats after 7 days of tail suspension. Scale bars, (upper panel) 600  $\mu\text{m}$ ; (lower panel) 20  $\mu\text{m}$ . (b) Representative micro-CT images of the bone parameters of WT or KO rats treated with rapamycin and subjected to tail-suspension for 28 days. (c) Quantification of three-dimensional microstructural parameters from micro-CT image of the tibia. The statistical significance of the results from the experiments shown in B-C was assessed by one-way ANOVA with Dunnett's post hoc test.  $*P<0.05$ ,  $**P<0.01$ , and  $***P<0.001$ .  $n=6$  per group. The data are presented as means  $\pm$  SEMs.

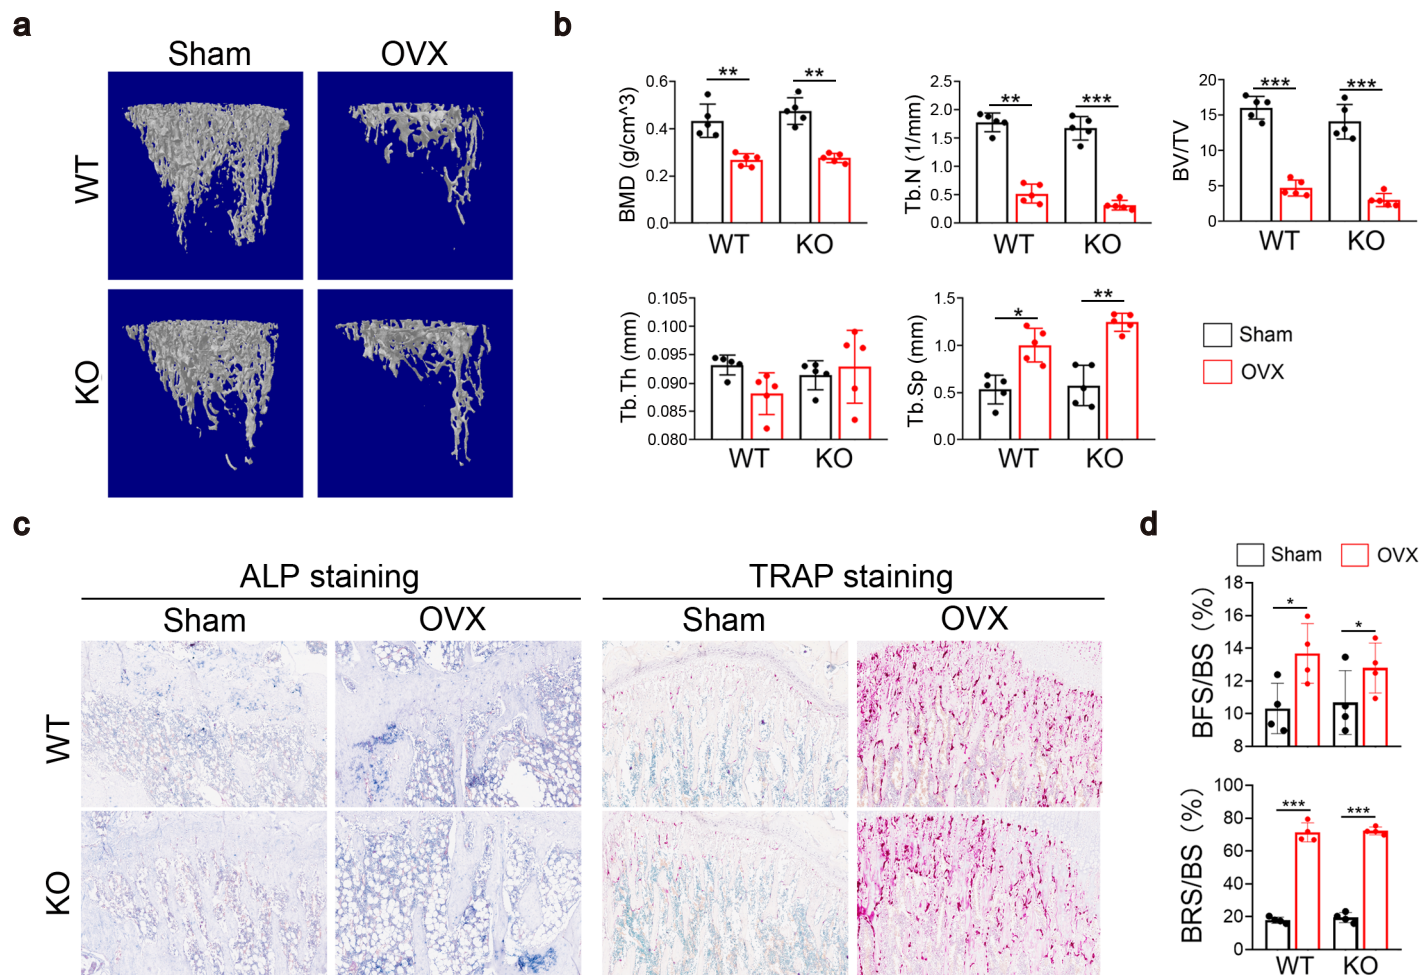

**Supplementary Fig. S6** (a) Representative micro-CT images of tibiae from WT- and miR-337<sup>-/-</sup> female rats at 28 days after ovariectomized (OVX). (b) Quantification of three-dimensional microstructural parameters from micro-CT scans of the tibiae. (c) Representative images of ALP staining and TRAP staining of tibia sections from sham-/OVX- rats. (d) Quantification of ALP (BFS/BS) and TRAP (BRS/BS) staining. The data are presented as percentages of the positively stained area relative to the total bone area. n=4 per group. Statistical significance was assessed by two-tailed Student's t-test. \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$  compared with the sham group. n=6 per group. The data are presented as the means  $\pm$  SDs of 3 independent experiments.

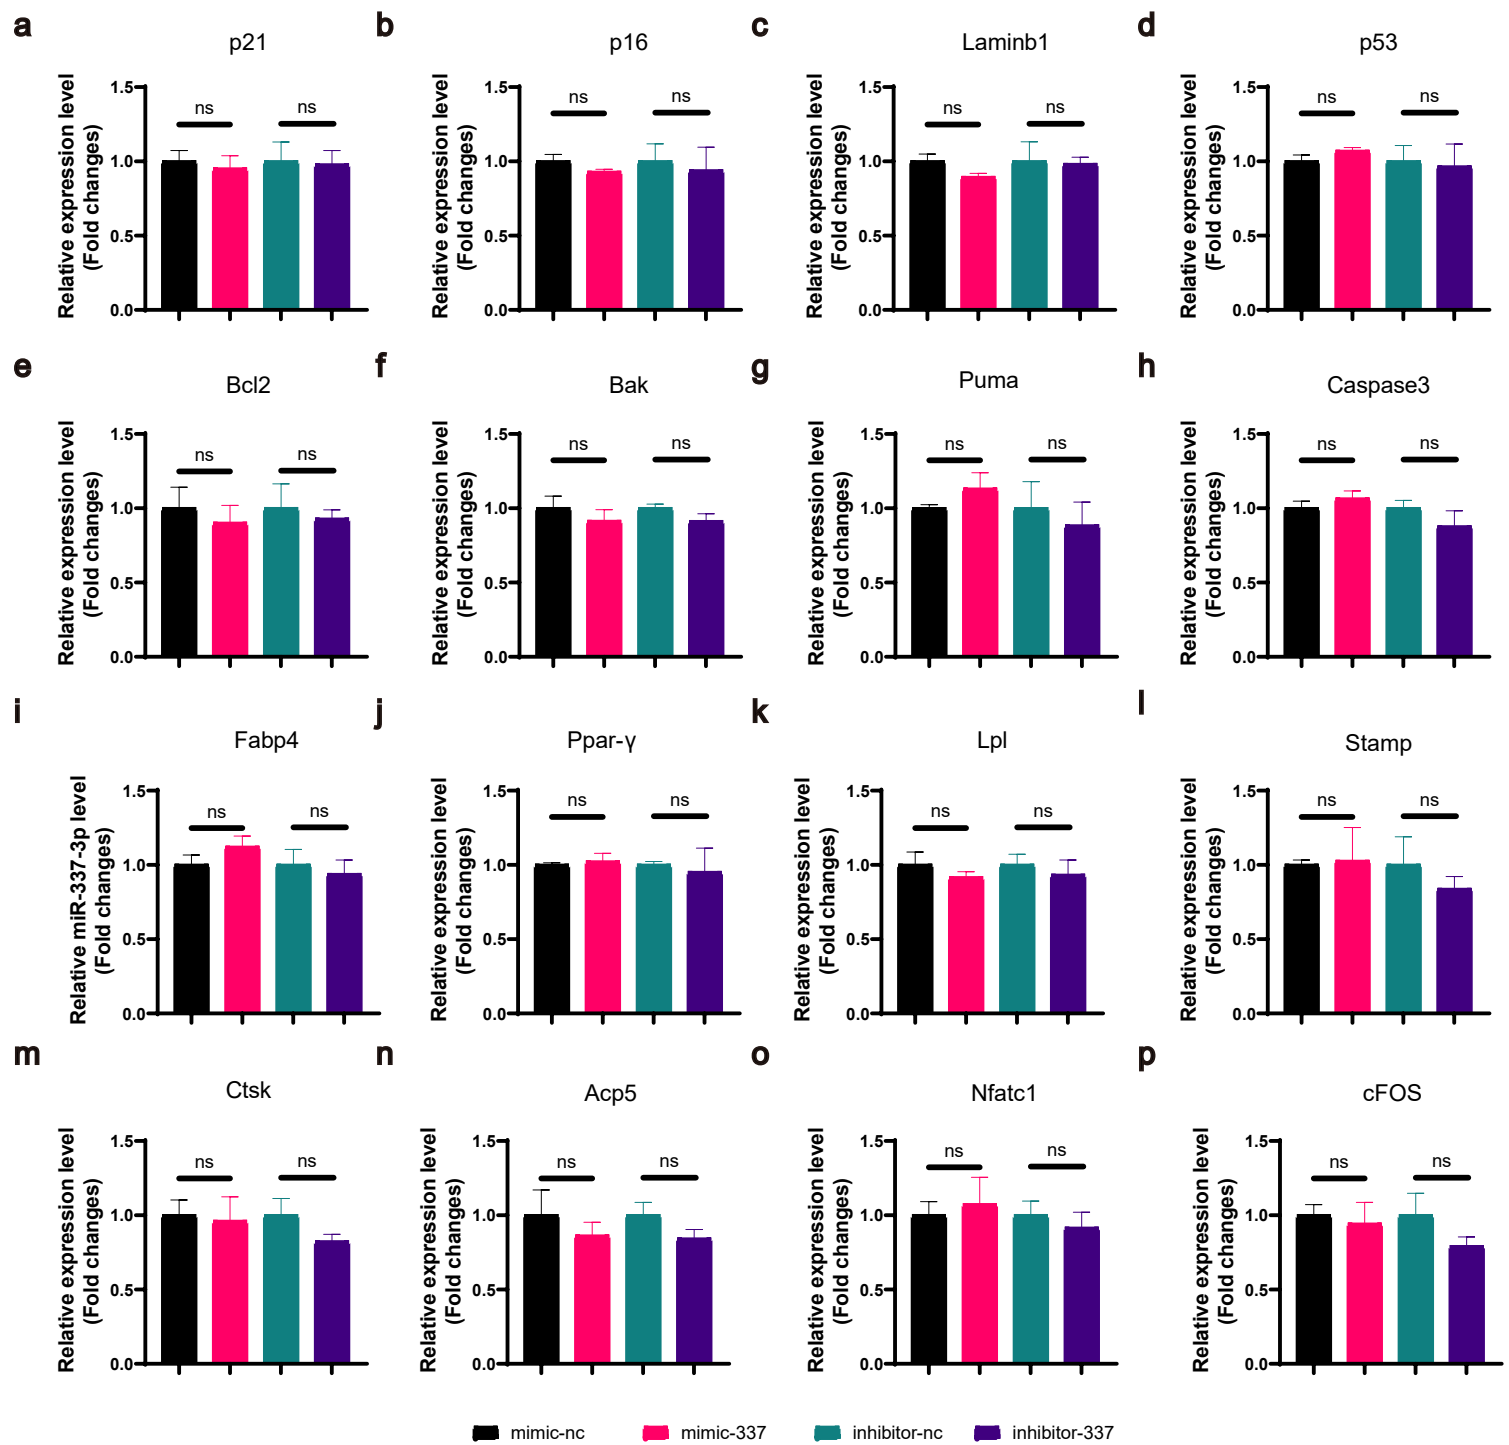

**Supplementary Fig. S7** (a-h): Quantitative RT-PCR analysis of the expression of senescence (a-d) and apoptosis (e-h) markers in rMSC at 72 h after transfection with the rat miR-337 mimics or inhibitor. (i-k): Quantitative RT-PCR was used to measure the expression of adipogenesis markers in rMSC. rMSC were transfected with rat miR-337 mimics or inhibitor as indicated for 24 h before the adipogenesis assay. (l-p): Quantitative RT-PCR analysis of the expression of osteoclastogenic markers in RAW264.7 cells. RAW264.7 cells were transfected with mouse miR-337 mimics or inhibitor as indicated for 24 h before osteoclastogenic assay. The data are normalized to the level of GAPDH. Statistical significance was assessed by Student's t-test of the results from 3 independent experiments. The data are presented as the means  $\pm$  SDs.

How the deposited data were processed for this re-analysis (not part of the article)

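RNA-seq was taken from cultured bone marrow MSCs of WT and miR-337-/- rats under SSt, FBS and 10% CMS, with 3 libraries in each of 6 groups. The authors deposited one table per genotype with 32623 genes and 9 libraries each. In both tables the authors give the count of reads per gene, deposited as whole numbers without normalisation. Beside it stands the FPKM, which the authors made from the same counts by scaling to transcript length and library total, with 1e-04 written for a count of 0. The aligner, counting tool and genome build behind the counts are not given in the sources used here as methods of this study's RNA-seq. The submitters' processing notes name Bowtie 0.12.2 and mm10, a mouse build, while the gene identifiers are rat Ensembl identifiers, so no coordinates were used. Depth ran from 56.08 M to 71.85 M counts per library, and ranges per group stand with the experiments. Small RNA was not analysed here, and of 32623 genes 1556 names occur on more than 1 line, in which case the Ensembl identifier is printed.

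The design fixed before the data were examined assumed FPKM values and a limma fit on log2(FPKM + 1). Since the tables hold counts, the test used was edgeR 4.0.16 with TMM scaling and a quasi-likelihood F test, and limma 3.58.1 on FPKM became an alternative. Genes with an FPKM of at least 1 in at least 3 of a table's 9 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method. Each genotype was fitted with its 3 groups together, so that they share an estimate of the spread, and FBS with SSt, CMS with SSt and CMS with FBS were compared. The difference between the WT and KO responses was tested as an interaction in a fit of all 18 libraries. A gene was called at an adjusted p under 0.05 and a fold of at least 2, and the standard error of a log2 fold change was derived from its F statistic. Means and SDs of FPKM are over 3 libraries. A fold against a group at 0 is given as a bound with 3 counts written for each library.

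Gene lists, comparisons, thresholds, the rule for named genes and most alternatives were chosen before the data were examined. Each list was tested with camera from limma at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. Members past the adjusted p were counted whatever their fold, over all genes and over the list alone. Lists for erythroid markers and for the imprinted region that holds miR-337 had no tested member. KEGG pathways came from the annotation in the tables, and enrichment of called genes was tested with a one-sided exact hypergeometric test over 311 pathways. Genes named in the text follow a rule: for each comparison with SSt the 10 highest and 10 lowest called genes with a mean FPKM of at least 5 and no overlap between groups, every gene the paper names, and for each list the 4 most abundant and the 4 most changed called members. For CMS against FBS the rule took the 10 called genes with the smallest adjusted p, and for the interactions the 10 largest differences. Not every gene that the rule gives is named. A gene outside the rule is named as chosen after its values were seen.

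The test was tested on simulated data, in which counts at the measured depth and spread carried changes of 1.5-fold, 2-fold and 4-fold in seeded genes. Far fewer genes were seeded than passed the adjusted p in the data, which makes that limit stricter in the simulation. Correlations between responses that share the SSt libraries were checked against 20 simulations without any change. Other groupings of the libraries were run, 10 for 3 against 3 libraries and 100 for the interactions, the real one included, the latter with limma after each genotype's mean was removed. Alternatives were DESeq2 1.42.0, limma with pseudocounts of 0.1, 1 and 5, other scalings, other filters, the replicate number as a block, each comparison alone, other limits and each library left out in turn. DESeq2 and the other scalings of edgeR were chosen after seeing the data. The pseudocount of 1 was the fit first planned, and it became an alternative once the tables were seen to hold counts. No library was left out of the reported values. Calculations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.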

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

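As tests of an explanation, those of labels exchanged in 1 genotype, cell types, starting levels, a left-out library, scalings and other groupings were chosen only after the result was seen, although leaving out each library and some of the scalings were planned settings.

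In WT and in KO, the libraries labelled FBS and CMS held less mRNA of DNA replication, mitosis, immediate early and SRF target genes, and more of sterol synthesis, than those labelled SSt. Of these, the immediate early genes (median log2 fold change -1.557 in WT FBS and -1.856 in WT CMS) and the SRF targets (-1.238 and -1.373 in WT, -1.216 and -1.578 in KO) are genes the paper does not discuss. An exchange of the SSt and FBS labels was predicted to give a median below 0 over DNA replication genes. That median was -0.957 in WT and -1.84 in KO, so such an exchange may account for the direction. The lower immediate early genes, which serum switches on in fibroblasts, go the same way. The paper's own figure carries the same labels, so it cannot decide the question. After such an exchange the CMS libraries would stand close to starved cells, since only 28 genes were called between WT CMS and FBS. The paper's higher EdU count of KO cells in SSt (Fig. 7a) goes with Cdk1 as labelled. In SSt Cdk1 was at 90.4 FPKM in KO and 48.5 in WT, against 13.7 and 20.1 in FBS. More macrophages in FBS and CMS would dilute MSC markers as much as mitosis genes, yet these had medians of -0.460 and -0.926 in WT CMS, too scattered to be told apart, and of -0.0212 and -3.52 in KO CMS, which argues against it there. A biological reading, in which cells kept in serum or stretched for a day had left the cycle, stays open and was not tested.

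Cytokine and chemokine genes fell in WT (medians -1.157 in FBS and -1.721 in CMS) and not as a set in KO (0.3561 and 0.204), with a median difference of -1.39 in FBS and -1.436 in CMS between genotypes. For FBS, KO FBS replicate 1 alone is argued against. Without it the median was -1.144 (interval over the genes of the list from -2.022 to -0.7843), and the CMS difference uses no FBS library. Genes are not independent replicates, so such intervals leave out the spread between libraries. Labels exchanged in 1 genotype would turn its other responses round, yet 6 of 6 pairs of list and treatment had the same sign in WT and KO. A larger share of macrophages in KO cannot be told apart, since the median difference of macrophage markers was -0.525 in FBS (interval from -1.11 to 0.307, SD of the members 1.611) and -0.183 in CMS (interval from -1.35 to 1.51, SD 2.917). In KO SSt 33 of 48 cytokine and chemokine genes already stood lower than in WT SSt, 22 of them by at least 2 times, so a lower starting level that left less to lose stays a possible explanation, as does the loss of miR-337, which these libraries cannot separate from other differences between the cultures.

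Cell cycle genes fell further in KO than in WT, by a median of 0.8148 in FBS and 1.478 in CMS for DNA replication and of 1.434 and 2.556 for mitosis. Without KO FBS replicate 1 the mitosis genes still differed by 1.094 in FBS, and the CMS difference uses no FBS library. The interval from 1.045 to 1.149 runs over genes that move together, and leaves out the spread between libraries. Across the other scalings the lowest median in FBS was 1.298, so in FBS neither that library nor scaling is likely to be the cause. With an estimated correlation the adjusted p was 0.36 in FBS and 0.275 in CMS for each list. KO cells also began higher in SSt, with Cdk1 at 90.4 FPKM against 48.5 in WT, the direction of the paper's EdU counts (Fig. 7a), and an effect of genotype was not separated from that of culture.

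Differences between the genotypes set apart the following results as well. The response differed for 1191 genes in FBS and 1773 in CMS. With limma, 99 exchanges of genotype labels within treatments gave at most 2 and 1 genes, against 1183 and 1799 for the real labels. In each, 1 of 100 groupings was as large, the real one included, so a chance sorting of these libraries is unlikely. Whether the libraries of a group came from different rats or cultures is not stated. A chance difference between single cultures is therefore not excluded. Constant differences between genotypes were removed from the values before the exchange. At an unadjusted p the exchanges reached up to 4024 genes in FBS and 4483 in CMS, against 5830 and 6994 for the real labels, and their residual SD was higher (median 0.1482 and 0.1582 against 0.1202 and 0.1085), so the gap is narrower by that measure. Glycolysis and hypoxia genes had a lower response in WT, by a median of -0.7827 in FBS and -1.217 in CMS (camera adjusted p = 8.21e-10 in FBS and 5.33e-13 in CMS, adjusted p = 0.314 and 0.275 with an estimated correlation). Glucocorticoid receptor targets differed by -0.7614 in FBS and -0.7949 in CMS (camera adjusted p = 0.00343 in FBS and 0.000638 in CMS, adjusted p = 0.176 and 0.274 with an estimated correlation). ATF4 and unfolded protein genes differed by -0.4197 in CMS (camera adjusted p = 5.44e-06). Chondrocyte genes differed by 1.439 in CMS (camera adjusted p = 0.0418, adjusted p = 0.275 with an estimated correlation), and mitochondrially encoded mRNAs by 0.294 (camera adjusted p = 0.0338, adjusted p = 0.431 with an estimated correlation).

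For comparisons of 3 against 3 libraries the 10 groupings are too few to give a share under 0.05, and the real one was the largest, 1 of 10, each time. The real counts and the highest of the others were 2078 and 1 for WT FBS, 2155 and 0 for WT CMS, and 28 and 1 for WT CMS against FBS. In KO they were 2209 and 1 for FBS, 2477 and 2 for CMS, and 337 and 76 for CMS against FBS.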

How the results depend on the processing

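DESeq2, library totals only and other edgeR factors are tests chosen after seeing the data, and the other settings were planned. A pseudocount of 1 was the fit first planned and became an alternative once the tables were seen to hold counts. With 3 libraries per group and these depths, changes of 1.5-fold were recovered by the adjusted p alone for 28.4% to 61.2% of simulated genes. With the fold limit 0 to 2 of 67 were recovered, so a gene not called is not shown to be unchanged. Few simulated genes were changed, so the adjusted p was stricter there than in the data. For named genes the adjusted p kept its side of 0.05 in all 1930 pairs of gene and setting. The sign turned in 3, all of them the Irs1 difference in CMS, which passed in none (-0.0565 with quantile normalisation, -0.00723 with median scaling, -0.0337 without KO SSt replicate 2). With the fold limit as well the call changed in 36, 12 of them with a pseudocount of 5, 19 with other limma settings, 4 with 1 library left out and 1 with library totals only. By gene these were 7 for Entpd5, 6 for Aldh1a2, 5 for Pik3r3, 4 for Slco2a1, 4 for C3ar1 and at most 2 for any other. Of the tests of other lists, 945 kept their side, 2 passed that had not and 23 no longer passed. Of counts, correlations and leading list tests, 883 kept their side (tests), stayed within 1.5 times (counts) or moved by no more than the SD over the single libraries left out (correlations), and the others follow, the cause not tested except where fewer libraries or genes enter a setting by construction.

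Without a fold limit the counts were 8580 (WT FBS), 8634 (WT CMS), 1155 (WT CMS against FBS), 7706 (KO FBS), 7924 (KO CMS), 1910 (KO CMS against FBS), and 4759 and 5964 for the differences in FBS and CMS. PI3K-Akt genes then numbered 195 and 194 in WT and 160 and 169 in KO, 108 WT calls kept their direction in KO CMS, 42 were called in WT CMS only, and the enrichment in WT had adjusted p = 0.218 and 0.226. An unadjusted p gave 82 genes for WT CMS against FBS. With limma and a pseudocount of 5 these counts were 678, 700 and 5 in WT, 757, 1000 and 47 in KO and 407 and 638 for the differences, with r = 0.9637 in WT and 0.9288 in KO between FBS and CMS responses. PI3K-Akt genes then numbered 36 and 38 in WT and 24 and 36 in KO, with 17 shared with KO CMS and 17 called in WT CMS only. A pseudocount of 0.1 gave r = 0.8976 in KO, and a pseudocount of 1 gave 9 genes for WT CMS against FBS, 147 for KO CMS against FBS and r = 0.9568 and 0.9179. FPKM rescaled to a common total gave r = 0.9532 and 0.9124 and 223 genes for KO CMS against FBS. Quantile normalisation gave 10 and 141 genes for CMS against FBS in WT and KO and r = 0.9555 and 0.9176, and median scaling 9 and 143 genes and r = 0.9568 and 0.9179. No filter gave 44 genes for WT CMS against FBS and r = 0.7437 and 0.6842. An FPKM of at least 5 gave 1294, 1348 and 16 genes in WT, 216 for KO CMS against FBS and r = 0.9151 in KO. DESeq2 gave 45 genes for WT CMS against FBS, r = 0.8865 and 0.8467, and adjusted p = 0.0269 and 0.0119 for the PI3K-Akt list in WT FBS and CMS. The hand-written PI3K-Akt lists in place of the annotation had an unadjusted p of 4e-05 in KO FBS and 4.05e-05 in KO CMS (exact test). Only the 2 groups compared gave 206 genes for KO CMS against FBS. With an estimated correlation, mitosis genes had adjusted p = 0.121 and 0.1 in WT FBS and CMS, and replication and mitosis genes 0.358 and 0.419 in KO FBS, 0.307 and 0.32 in KO CMS, 0.36 and 0.36 for the difference in FBS and 0.275 and 0.275 in CMS.

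Leaving out each library in turn gave 2047 to 2096 genes for WT FBS, 2101 to 2198 for WT CMS, 19 to 46 for WT CMS against FBS, 2133 to 2226 for KO FBS, 2411 to 2494 for KO CMS, 198 to 554 for KO CMS against FBS, and 938 to 1398 and 1700 to 1880 for the differences. The correlation of FBS and CMS responses ran from 0.9032 to 0.9367 in WT and 0.8214 to 0.8834 in KO. PI3K-Akt enrichment had adjusted p = 0.00365 to 0.0162, 0.00215 to 0.0115, 0.0672 to 0.443 and 0.0774 to 0.542 for WT FBS, WT CMS, KO FBS and KO CMS, with 64 to 67, 66 to 70, 54 to 62 and 57 to 67 genes called, 32 to 34 shared with KO CMS and 25 to 29 in WT CMS only. In the order WT FBS, WT CMS, KO FBS, KO CMS and the differences in FBS and CMS, list tests ran from 1.04e-12 to 4.7e-12, 1.91e-14 to 9.01e-14, 1.2e-19 to 7.32e-15, 9.31e-23 to 5.63e-18, 1.08e-14 to 3.61e-11, 2.87e-23 to 4.35e-16 for replication, 5.57e-14 to 3.48e-13, 1.91e-14 to 9.98e-14, 1.32e-20 to 1.11e-14, 9.17e-25 to 4.57e-18, 3.78e-25 to 4.53e-16, 1.33e-33 to 3.45e-22 for mitosis and 0.304 to 0.362, 0.171 to 0.236, 0.334 to 0.49, 0.352 to 0.439, 0.466 to 0.681, 0.616 to 0.821 for PI3K-Akt genes.

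With the replicate number as a replicate block the counts were 2080, 2144 and 25 in WT, 2183, 2453 and 248 in KO and 1172 and 1747 for the differences. Under it no leading list test and no PI3K-Akt enrichment changed its call, while of the 20 pathways of Supplementary Fig. S2b for FBS 16 passed in place of 18. Libraries of the same number did not deviate together, with a correlation above 0.1 in 0 of 9 pairs in WT and 1 of 9 in KO, and 2 of 9 pairs in each correlated best with their own number. The share of higher calls moved by over 10 points in some settings, from 10.71% for WT CMS against FBS to 43.72% without a fold limit, 30.49% with an unadjusted p, 25.0% with an FPKM of at least 5, 28.89% with DESeq2 and 22.58% with only 2 groups. For KO CMS against FBS it moved from 21.66% to 45.45% without a fold limit, 40.43% with a pseudocount of 5 or quantile normalisation and 33.57% with median scaling, for KO CMS from 49.74% to 39.11% with FPKM rescaled, and for the difference in FBS from 40.47% to 50.96% with a pseudocount of 0.1. The median gene moved by over 0.1 with library totals only (-0.113 for KO CMS, 0.121 and 0.188 for the differences in FBS and CMS), with FPKM rescaled (-0.138, 0.144 and 0.2) and with FPKM as deposited (0.161 for the difference in CMS).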

Differences from the paper's values

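Tests made with DESeq2, with library totals only or with RLE factors were chosen after seeing the values, and all others named in this part were set before. The pseudocount of 1 was the fit first planned and became an alternative once the tables were seen to hold counts.

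No value computed here differs from a number the paper states by more than 1.5 times. For PI3K-Akt pathway genes changed by CMS in WT and by neither treatment in KO, the paper gives 21 (Fig. 6g) without stating its thresholds. Here 27 were called in WT CMS and in neither KO comparison. The count was 21 with genes limited to an FPKM of at least 5 in 3 libraries, and it left that range at 42 without a fold limit and 37 without a filter. For the share of PI3K-Akt pathway genes called, the paper's figure shows about 0.23 in FBS and about 0.24 in CMS (Supplementary Fig. S2b, read by eye), and it was 0.194 and 0.206 of the listed genes here, and 0.241 and 0.253 with no filter on low values. It fell below that range with an FPKM of at least 5 (0.144 and 0.153) and with a pseudocount of 5 (0.106 and 0.112), and rose above it without a fold limit (0.574 and 0.571).

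The paper states that the changes of PI3K-Akt pathway genes were all but eliminated in KO. Here 29 of 66 genes called in WT FBS and 33 of 70 called in WT CMS were called in KO in the same direction, and 58 and 65 pathway genes were called in KO in all. Values that go with the statement include the 27 genes called in WT CMS and in neither KO comparison. Among these, Bdnf, Lpar3 and Pik3r6 were too low in KO to be tested there. Also going with it are the 44 of 70 whose CMS response differed between genotypes, and the enrichment of the annotated pathway, which did not pass in KO (adjusted p = 0.202 and 0.124). With the hand-written lists in its place the exact test gave an unadjusted p of 4e-05 and 4.05e-05 in KO. This p was not adjusted over pathways, so it cannot be set directly against the values of the annotated pathway.

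The paper states, from the enrichment of these genes, that FBS and CMS activated the PI3K-Akt-mTOR pathway. It also reports mTOR activation by CMS in Western blots (Supplementary Fig. S1f) and loss of CMS-driven proliferation with inhibitors (Fig. 3d). Counts of mRNA do not test those results. The enrichment passed here as well, while the genes called ran 28 higher and 38 lower in FBS and 28 higher and 42 lower in CMS, and the test of the list as a whole did not pass in edgeR (camera adjusted p = 0.347 and 0.207). With DESeq2, chosen after seeing the values, the list test passed toward lower values (adjusted p = 0.0269 and 0.0119).

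The paper states that the RNA-seq showed stretched MSCs entering the cell cycle as they do with growth factors. In the libraries as labelled, 49 of 52 DNA replication genes were lower in FBS than in SSt and 50 in CMS, and mitosis genes were lower for 56 of 59 in each. Members of the PI3K-Akt list that are tied to the cycle and growth ran both ways, with 25 higher and 28 lower among downstream genes in CMS, and the likeness of FBS and CMS that the paper states held here.

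Of the pathways the paper shows as enriched (Supplementary Fig. S2b), MAPK and TNF signalling in FBS did not pass here (adjusted p = 0.0549 and 0.0652), nor did amoebiasis, MAPK signalling, pertussis and axon guidance in CMS (adjusted p = 0.0631, 0.0631, 0.073 and 0.167). Axon guidance passed under no setting. MAPK signalling passed in FBS and CMS with quantile normalisation (adjusted p = 0.0324 and 0.0419), with no filter (0.0101 and 0.0236) and without WT FBS replicate 1 (0.0405 and 0.0398), and in CMS with only the 2 groups compared (0.0407) and with an unadjusted p (0.0417). TNF signalling passed with an FPKM of at least 5 (0.00779), with FPKM rescaled (0.0374), median scaling (0.0126), quantile normalisation (0.01), pseudocounts of 0.1 (0.0384) and 5 (0.00143), and without WT FBS replicate 1 (0.0257) or WT SSt replicate 3 (0.0386). Amoebiasis passed with an FPKM of at least 5 (0.0234), median scaling (0.00665), pseudocounts of 0.1 (0.025) and 5 (0.00123), quantile normalisation (0.00299), 2 groups (0.0354), an unadjusted p (0.0369), and without any of 4 libraries (0.0222 to 0.037: WT SSt replicates 2 and 3, WT FBS replicate 1, WT CMS replicate 2). Pertussis passed with an FPKM of at least 5 (0.0256), median scaling (0.0255), a pseudocount of 5 (0.00108), quantile normalisation (0.0125) and an unadjusted p (0.0402). Planned settings also lost shown pathways that passed here. In FBS these were 17 without a fold limit, 4 with median scaling, and 3 each with FPKM rescaled and pseudocounts of 0.1 and 5. An FPKM of at least 5, quantile normalisation, the replicate block and leaving out WT SSt replicate 2 lost 2 each. No filter lost 1, as did only the 2 groups compared. So did leaving out WT FBS replicate 1, 2 or 3, or WT SSt replicate 1 or 3. In CMS 16 were lost without a fold limit, and 2 each with a pseudocount of 5 and with no filter. FPKM rescaled, an FPKM of at least 5, and leaving out WT CMS replicate 1 or WT CMS replicate 2 lost 1 each. Median scaling, quantile normalisation and a pseudocount of 0.1 lost 0 there. With a pseudocount of 1, the fit first planned, TNF signalling (0.00644), amoebiasis (0.00755) and pertussis (0.0135) passed. Among settings chosen after seeing the values, library totals only passed TNF signalling (0.0434) and pertussis (0.0454), and DESeq2 passed amoebiasis (0.0361). Of the shown pathways that passed here, the pseudocount of 1, library totals only and DESeq2 lost 4, 1 and 0 in FBS. In CMS each of them lost 0. The RLE factors of edgeR, also chosen after seeing the values, passed none of the pathways named here and lost 0 in FBS and 1 in CMS.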

Other observations

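The tests in this part were planned, with each library left out in turn among them, and none was chosen only after the result was seen.

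In KO-MSCs, CMS and FBS differed in cell cycle, immune and stress genes. Genes of DNA replication and mitosis, of MHC class II and complement and other macrophage genes were lower in CMS, and genes of the ATF4 stress response were higher. Between KO CMS and KO FBS 337 genes were called by edgeR, 73 higher and 264 lower, with 554 without KO FBS replicate 1 and 198 without KO CMS replicate 3. With limma the count was 141 after quantile normalisation, 143 with median scaling and 47 with a pseudocount of 5, and the share of higher calls went from 21.66% to 40.43%, 33.57% and 40.43%. Of 52 DNA replication genes, 36 were lower in CMS, 45 over the list alone (camera adjusted p = 1.24e-16, adjusted p = 0.531 with an estimated correlation), and of 59 mitosis genes 37, 57 over the list alone (camera adjusted p = 6.69e-17, adjusted p = 0.531 with an estimated correlation). Of 22 ATF4 and unfolded protein genes, 12 were higher in CMS, 17 over the list alone (camera adjusted p = 5.84e-08). Slc7a11, the cystine transporter, measured 52.3 ± 20.4 FPKM in FBS and 125 ± 13.7 in CMS, log2 fold change 1.30, SE 0.247, adjusted p = 0.0106 (edgeR, n = 3 per group). Plin2, which coats lipid droplets, measured 86.2 ± 3.28 FPKM in FBS and 216 ± 15.7 in CMS, log2 fold change 1.38, SE 0.0699, adjusted p = 6.98e-05. Entpd5, an enzyme of glycoprotein folding, rose too (1.05, adjusted p = 6.98e-05), and fell short of a fold of 2 in planned limma settings (0.793 with a pseudocount of 5). Of 21 macrophage markers, 10 were lower in CMS, and over the list alone 11 were lower and 2 higher (camera adjusted p = 0.000829, adjusted p = 0.0631 with an estimated correlation). RT1-DMa, which loads MHC class II molecules, measured 25.1 ± 3.29 FPKM in FBS and 6.78 ± 0.217 in CMS, log2 fold change -1.83, SE 0.0964, adjusted p = 6.98e-05. Ms4a7, a macrophage membrane protein, fell (-2.31, adjusted p = 6.98e-05), as did Coro1a, a leukocyte actin regulator (-1.17, adjusted p = 6.98e-05). The pathway of Staphylococcus aureus infection, which includes complement and MHC class II genes, had 12 of 34 genes called, all lower (exact test, adjusted p = 3.03e-08).

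Slc7a11 also set the genotypes apart, falling in WT CMS (-0.61, adjusted p = 0.000836) and rising in KO CMS (4.34, adjusted p = 2.43e-06), a difference of -4.95, SE 0.306, adjusted p = 4.56e-08. Osteoblast genes, higher and lower, numbered 7 and 2 of 11 in WT FBS, 8 and 2 in WT CMS, 2 and 3 of 13 in KO FBS and 3 and 4 in KO CMS (camera adjusted p = 0.136, 0.13, 0.808 and 0.913). Chondrocyte genes, higher and lower, numbered 6 and 1 of 7 in WT FBS, 6 and 1 in WT CMS, 3 and 1 of 7 in KO FBS and 3 and 3 in KO CMS (camera adjusted p = 0.0226, 0.0221, 0.297 and 0.801, adjusted p = 0.155 and 0.16 in WT FBS and WT CMS with an estimated correlation). Collagens and matrix metalloproteinases, higher and lower, numbered 17 and 12 of 33 in WT FBS, 17 and 13 in WT CMS, 16 and 11 of 33 in KO FBS and 15 and 10 (15 and 11 over the list alone) in KO CMS (camera adjusted p = 0.39, 0.739, 0.383 and 0.653). Genes known from growth-arrested fibroblasts, higher and lower, numbered 20 and 9 (20 and 10 over the list alone) of 36 in WT FBS, 19 and 8 in WT CMS, 20 and 5 (22 and 5 over the list alone) of 36 in KO FBS and 20 and 6 in KO CMS (camera adjusted p = 0.0815, 0.0898, 0.00206 and 0.00385, adjusted p = 0.105 and 0.132 in KO FBS and KO CMS with an estimated correlation). Targets of p53 and apoptosis genes, higher and lower, numbered 12 and 2 of 17 in WT FBS, 13 and 2 in WT CMS, 12 and 0 (12 and 1 over the list alone) of 17 in KO FBS and 10 and 0 in KO CMS (camera adjusted p = 0.0143, 0.00155, 0.00159 and 0.0016, adjusted p = 0.121, 0.1, 0.105 and 0.132 with an estimated correlation). Senescence genes, higher and lower, numbered 4 and 10 of 14 in WT FBS, 4 and 10 in WT CMS, 7 and 4 of 14 in KO FBS and 8 and 4 in KO CMS (camera adjusted p = 0.0219, 0.0204, 0.563 and 0.414, adjusted p = 0.129 and 0.12 in WT FBS and WT CMS with an estimated correlation). Components of Piezo1, YAP and TEAD signalling, higher and lower, numbered 2 and 8 of 13 in WT FBS, 2 and 8 in WT CMS, 3 and 9 of 14 in KO FBS and 1 and 8 in KO CMS (camera adjusted p = 0.0792, 0.069, 0.128 and 0.173). YAP and TEAD targets, higher and lower, numbered 5 and 14 of 20 in WT FBS, 5 and 15 in WT CMS, 2 and 10 of 20 in KO FBS and 4 and 15 in KO CMS (camera adjusted p = 0.00794, 0.00145, 0.00894 and 0.00321, adjusted p = 0.146, 0.1, 0.215 and 0.184 with an estimated correlation). Smooth muscle and pericyte markers, higher and lower, numbered 0 and 5 of 7 in WT FBS, 0 and 6 in WT CMS, 0 and 6 of 7 in KO FBS and 1 and 6 in KO CMS (camera adjusted p = 0.0364, 0.0221, 0.0066 and 0.00882, adjusted p = 0.168, 0.144, 0.159 and 0.184 with an estimated correlation). Endothelial markers, higher and lower, numbered 2 and 2 (2 and 3 over the list alone) of 5 in WT FBS, 2 and 2 (2 and 3 over the list alone) in WT CMS, 2 and 2 of 5 in KO FBS and 3 and 1 in KO CMS (camera adjusted p = 0.805, 0.739, 0.531 and 0.154). Mitochondrially encoded mRNAs, higher and lower, numbered 6 and 0 of 9 in WT FBS, 6 and 0 in WT CMS, 5 and 1 of 9 in KO FBS and 3 and 2 in KO CMS (camera adjusted p = 0.0284, 0.0534, 0.26 and 0.801, adjusted p = 0.38 in WT FBS with an estimated correlation). Glucocorticoid receptor targets, higher and lower, numbered 2 and 7 of 10 in WT FBS, 2 and 7 in WT CMS, 4 and 3 of 10 in KO FBS and 4 and 3 in KO CMS (camera adjusted p = 0.0786, 0.0769, 0.888 and 0.653). ATF4 and unfolded protein genes, higher and lower, numbered 8 and 12 of 22 in WT FBS, 9 and 9 in WT CMS, 11 and 8 of 22 in KO FBS and 11 and 8 in KO CMS (camera adjusted p = 0.372, 0.739, 0.464 and 0.127).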
